# The peripheral Atf3 ^+^ neuronal population is responsible for nerve regeneration at the early stage of nerve injury revealed by single-cell RNA sequencing: Peripheral *Atf3* ^+^ neuronal population is responsible for nerve regeneration

**DOI:** 10.3724/abbs.2024169

**Published:** 2024-11-13

**Authors:** Li Liu, Junhui Chen, Wen Yin, Po Gao, Yinghui Fan, Daxiang Wen, Yingfu Jiao, Weifeng Yu

**Keywords:** nerve regeneration, single-cell RNA sequencing, dorsal root ganglion (DRG), nerve injury, *Fgf3*- *Fgfr1* signaling

## Abstract

Peripheral nerve injury (PNI) can transform primary somatosensory neurons to a regenerative state. However, the details of the transcriptomic changes associated with the nerve regeneration of somatosensory neurons remain unclear. In this study, single-cell RNA sequencing (scRNA-seq) is conducted on mouse dorsal root ganglion (DRG) cells after the early stage of nerve injury on day 3 after chronic constriction injury (CCI). We observe that a novel CCI-induced neuronal population (CIP) emerge and express high levels of activating transcription factor ( *Atf3*), a neuronal injury marker. CIP neurons highly express regeneration-associated genes (RAGs) and are enriched in regeneration-related gene ontology (GO) terms, suggesting that these neurons can constitute a pro-regenerative population. Moreover, intercellular communication networks show that CIP neurons closely communicate with satellite glial cells (SGCs) and specifically transmit strong *Fgf3*- *Fgfr1* signaling to SGCs, which could initiate regeneration-associated transcriptional changes in SGCs. We also confirm that regenerative progress occurs at the early stage of nerve injury because immunohistochemistry shows that the expression of ATF3 is significantly increased beginning at 3 days post-CCI and decreased at 1 month post-CCI. Our bioinformatics analysis at single-cell resolution advances the knowledge of regenerative dynamic transcriptional changes in DRG cells after injury and the underlying molecular mechanisms involved.

## Introduction

Peripheral nerve injury (PNI) can result in motor and sensory disorders such as neuropathic pain, which affect 7%–10% of the general population and seriously reduce people’s quality of life [ 1, 2]. Neuronal functional recovery requires axonal regrowth [3]. In contrast to the central nervous system (CNS), the peripheral nervous system (PNS) has intrinsic regeneration and repair abilities [3]. Currently, the preferred treatments are meticulous microsurgical repair by the use of tensionless epineurial sutures and autologous nerve grafting, which requires more extensive procedures and sacrifices the supply of healthy nerves and donor nerves [ 1, 4]. However, although the understanding of neuropathophysiology has greatly improved, the principles of clinical treatment for nerve injury have not changed, and accordingly, clinical outcomes remain poor [5]. Therefore, a deeper understanding of the molecular and cellular mechanisms of nerve regeneration is urgently needed to explore new possibilities for treating nerve injury.

Many molecules and signaling pathways involved in regeneration have been investigated. For example, a previous report indicated that collapsin response mediator protein 4 (CRMP4) plays dual roles in the proximal and distal axon segments of severed DRG neurons to promote axon regeneration [6]. Another study suggested that the Klf2-Vav1-Rac1 axis induced by retrograde Ca ^2+^ signaling from injured axons facilitates axon regeneration through activating Rac1 GTPase in adult DRG neurons [7]. Nevertheless, comprehensive insights into nerve regeneration remain unclear. Single-cell RNA sequencing (scRNA-seq) is a powerful technology for characterizing the transcriptome of individual cells and clarifying biological mechanisms at the cellular level. Recently, scRNA-seq has been used to study transcriptomic perturbations in DRG neurons following nerve injury [ 8, 9]. However, there are still many important questions that have not been adequately addressed, especially the identification of nerve regeneration-associated neuronal subtypes and their mechanisms. CCI is a well-established model that includes compression, ischemia, inflammation, and axonal demyelination [10] and mimics the etiology of clinical conditions and causes symptoms similar to those of posttraumatic neuropathic pain in humans [11].

In the present study, we used a day 3 post-CCI model to study the early stage of nerve regeneration. We characterized transcriptomic perturbations in DRG neurons following chronic constriction injury (CCI) of the sciatic nerve and identified a novel neuron type, the CCI-induced neuronal population (CIP), which is marked by *Atf3*. Compared with other neurons, CIP neurons are characterized by high expression of genes associated with nerve regeneration and repair. Moreover, we studied the gene regulatory networks (GRNs) and communication networks of CIP. Our results may advance the understanding of DRG neuronal subtype-specific treatment for nerve regeneration and provide a basis for the development of nerve regenerative therapy.

## Materials and Methods

### Animals

Naïve male 6–8-week-old C57BL/6J mice obtained from the vivarium of Shanghai Jiaotong University School of Medicine (Shanghai, China) were used in all experiments. The animals weighed 22–26 g and were housed in a temperature-controlled room (22–25°C) illuminated from 07:00 to 19:00. Food and water were available *ad libitum*. The present study was performed in accordance with the Guiding Principles in the Care and Use of Animals and the Animal Management Rule of the Ministry of Public Health, China (documentation 545, 2001) and approved by the Ethics Committee for Experimental Use of Animals of Shanghai Jiaotong University School of Medicine (approval code: #SYXK-2013-0050).

### Surgical procedures for CCI

CCI surgery was performed as described previously [10]. All surgeries were conducted under gaseous anesthesia by using a mixture of 2% isoflurane and oxygen. First, the left thigh region of the mice was neatly shaved and sterilized by using iodine solution. Then, the sciatic nerve was exposed by a blunt incision on the femoral muscle of the biceps of the left paw. The muscle and fascia attached to the sciatic nerve were removed without developing stress on the nerve. The left sciatic nerve was loosely ligated with 4-0 chromic gut sutures in four regions 1 mm apart. The sham procedure involved an equal process without sciatic nerve ligation. Later, the muscle and skin were closed layer by layer using 3-0 silk suture, and iodine solution was applied superficially on the skin.

### Immunohistochemistry

Ipsilateral L4-5 DRGs were harvested 3, 7, 14, 28 days and 2 months after CCI from injured mice and sham mice under anesthesia, immediately fixed with 4% PFA for 6 h and dehydrated with 30% sucrose PBS buffer at 4°C overnight. DRGs were sectioned into 10-μm sections and processed for immunostaining as previously described [12]. The following primary antibodies were used: anti-GFAP (mouse, 1:1000, 3670S; Cell Signaling Technology, Danvers, USA) and anti-ATF3 (rabbit, 1:500, ab254268; Abcam, Cambridge, UK). Sections were then stained with Alexa 594- or Alexa 488-conjugated secondary antibodies (1:1000, ab150080 and ab150105; Abcam) and mounted with DAPI (Thermo Fisher Scientific, Waltham, USA). Slides were imaged on a Slide Scanner microscope (Olympus, Tokyo, Japan).

### Quantitative real-time reverse transcription PCR (qRT-PCR)

qRT-PCR was performed as previously described [13]. The total RNA of the DRG was extracted using Trizol reagent (Invitrogen, Carlsbad, USA) and reverse transcribed with the PrimeScriptTM RT reagent kit with gDNA Eraser (perfect real time) kit (Takara, Dalian, China) following the manufacturer’s instructions. Gene-specific mRNA analyses were performed using the standard protocol of the SYBR premix ex TaqTMII (TliRnaseH plus) kit (Takara). After amplification, each qPCR product was sequenced via electrophoresis to ensure its specificity. The sequences of primers used for RT-PCR were listed in the Supplementary Table S1. The *Gapdh* gene was used as a reference gene to normalize specific gene mRNA expression.

### Tissue dissociation and cell purification

Briefly, L4-5 DRGs from adult mice (8 weeks) were collected in cold complete saline solution (CSS; 137 mM NaCl, 5.3 mM KCl, MgCl _2_ ∙6H _2_O, 25 mM sorbitol, 10 mM HEPES, 3 mM CaCl _2_, pH 7.2) and then incubated in an enzyme solution in CSS composed of 0.35 U/mL Liberase TM (Roche, Basel, Switzerland) and 0.6 mM EDTA TM at 37°C for 20 min, followed by incubation at 37°C for 10 min in CSS composed of 0.35 U/mL Liberase TL (Roche), 0.6 mM EDTA, and 30 U/mL papain (Worthington Biochemical, Lakewood, USA). Enzymatic digestion was stopped by addition of 1 mL DRG media supplemented with 1.5 mg/mL bovine serum albumin (BSA; Sigma, St Louis, USA) and 1.5 mg/mL trypsin inhibitor (Sigma). After gentle trituration with a 1-mL pipette, DRG neurons were centrifuged at 700 *g* for 2–3 min and resuspended in 1 mL DH10 solution (90% DMEM/F-12, 10% FBS, 100 U/mL penicillin, and 100 μg/mL streptomycin; Gibco, Carlsbad, USA). After digestion, the samples were sieved through a 70-μm cell strainer and centrifuged at 300 *g* for 5 min. After the supernatant was removed, the pelleted cells were suspended in red blood cell lysis buffer (Miltenyi Biotec, Bergisch Gladbach, Germany) to lyse the red blood cells. After wash with PBS containing 0.04% BSA, the cell pellets were resuspended in PBS containing 0.04% BSA and refiltered through a 35-μm cell strainer. Dissociated single cells were then stained with AO/PI for viability assessment using a Countstar Fluorescence Cell Analyzer (Inno-Alliance Biotech, San Diego, USA).

### Single-cell sequencing

The scRNA-seq libraries were generated using the 10× Genomics Chromium Controller Instrument and Chromium Single Cell 3’ V3.1 Reagent kits (10× Genomics, Pleasanton, USA). Briefly, cells were concentrated to approximately 1000 cells/μL and loaded into each channel to generate single-cell Gel Bead-In-Emulsions (GEMs). After the reverse-transcription step, the GEMs were broken, and barcoded cDNA was purified and amplified. The amplified barcoded cDNA was fragmented, A-tailed, ligated with adaptors and subjected to index PCR amplification. The final libraries were quantified using the Qubit High Sensitivity DNA assay kit (Thermo Fisher Scientific), and the size distribution of the libraries was determined using a high sensitivity DNA chip on a Bioanalyzer 2200 (Agilent, Santa Clara, USA). All libraries were sequenced on an Illumina sequencer (Illumina, San Diego, USA) on a 150 bp paired-end run.

### Single-cell RNA statistical analysis

scRNA-seq data analysis was performed by NovelBio Co., Ltd. with the NovelBrain Cloud Analysis Platform ( www.novelbrain.com). We applied fastp with default parameter filtering of the adaptor sequence and removed the low-quality reads to obtain clean data. Then, the feature-barcode matrices were obtained by aligning reads to the mouse (mm10, Ensembl100) using CellRanger v5.0.1. We applied downsample analysis to the samples sequenced according to the mapped barcoded reads per cell of each sample and finally obtained the aggregated matrix. When more than 500 genes were expressed and the mitochondrial UMI percentage was less than 20%, the cells were subjected to cell quality filtering, and mitochondrial genes were removed from the expression table.

The Seurat package (version: 3.1.4, https://satijalab.org/seurat/) was used for normalization of the scRNA-seq data. Cell normalization and regression were conducted based on the expression table using the SCTransform function, considering the UMI counts of each sample and percentage of mitochondrial reads to obtain the scaled data. The SelectIntegrationFeatures, PrepSCTIntegration, and FindIntegrationAnchors functions were then applied to identify highly variable features across cells and to establish “anchors” for integrating individual datasets. This integration process resulted in the creation of an “unbatched” dataset through the IntegrateData function, effectively removing batch effects and enabling combined analysis of all cells.

PCA was constructed based on the scaled data with the top 2000 highly variable genes, and the top 10 principal components were used for tSNE construction and UMAP construction. We identified DRG cell type clusters by initially employing a graph-based clustering method (resolution = 0.8) to obtain cell clustering results, as detailed in Supplementary Figure S1A. Marker genes were then determined using the FindAllMarkers function with the Wilcoxon rank-sum test algorithm under the following criteria: i) lnFC > 0.25, ii) *P* value < 0.05, and iii) min.pct > 0.1. If adjacent clusters exhibited similar expression of specific marker genes, we merged them, as illustrated in Supplementary Figure S1B. Subsequently, we categorized the cell clusters into different types based on marker gene expression, as depicted in Supplementary Figure S2A, thereby identifying the DRG cell types.

Similarly, for DRG neuronal subtype identification, we utilized a graph-based clustering method (resolution = 0.8) to generate neuronal clustering results, as outlined in Supplementary Figure S3A. Marker genes were computed via the FindAllMarkers function employing the Wilcoxon rank-sum test algorithm. If adjacent clusters showed analogous expression of specific marker genes, we consolidated them. In cases where one cluster exhibited heterogeneity with varying markers across cells, we subdivided it and classified the resulting subclusters into different types, as demonstrated in Supplementary Figure S3B. We subsequently categorized the neuronal subclusters based on marker gene expression to identify the DRG neuronal subtypes.

### Cell communication analysis

CellChat analysis was performed using the R package CellChat. First, we used the function ‘createCellChat’ to create a CellChat object for the overall gene expression matrix, and then we used CellChatDB.mouse provided by CellChat as the mouse ligand receptor reference. Finally, the cell-cell communication probability was inferred using the function ‘computeCommunProb’, and the communication probability at the level of each cell signaling pathway was inferred by the function ‘computeCommunProbPathway’.

### SCENIC analysis

To assess transcription factor regulation strength, we applied the single-cell regulatory network inference and clustering (pySCENIC, v0.9.5) workflow using the 20-thousand motif database for RcisTarget and GRNboost.

### Differential gene expression analysis

To identify differentially expressed genes (DEGs) among the samples, the function FindMarkers with the Wilcoxon rank sum test algorithm was used under the following criteria: i) lnFC > 0.25, ii) *P* value < 0.05 and iii) min.pct > 0.1.

## Results

### scRNA-seq sequencing of mouse DRGs

We conducted scRNA-seq on cells dissociated from the left lumbar (L) 4–5 DRGs of control (CON) mice and CCI mice ( Figure 1A). 

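Chronic constriction injury (CCI) is a model of neuropathic pain in which loose ligatures are tied around the sciatic nerve, and the L4 and L5 dorsal root ganglia (DRGs) hold the cell bodies of sensory neurons that send axons into it. Single-cell RNA sequencing with 10x Genomics droplets counted transcripts by unique molecular identifiers (UMIs), so that copies of one molecule made by PCR are counted once. The data held 2 CON libraries and 2 CCI libraries taken 3 d after injury. They held 37451 cell barcodes, with 11067 and 3376 in CON replicates 1 and 2 and 11628 and 11380 in CCI replicates 1 and 2. Total UMIs were 75599766 and 52074235 in the CON libraries and 135009606 and 113530798 in the CCI libraries. The median UMI count of a cell that passed quality control was 2508 and 8352 in the CON libraries and 3675 and 4552 in the CCI libraries, so CON replicate 2 held the fewest and most deeply counted cells. The authors aligned the reads to mm10 with Ensembl annotation by Cell Ranger after trimming with fastp. Their step of downsampling to equal reads per cell comes after the count matrices used here, which hold whole UMI counts per gene and barcode. The paper describes digestion with Liberase and papain, whereas the sample labels name collagenase II and frozen cells. The number of mice in a library is not given in the sources used here, so p-values measure the spread between these libraries, which can be technical or biological. Cells were clustered with the paper's settings in Seurat (SCTransform, anchor integration, 10 principal components, resolution 0.8), and clusters were called X-like from marker genes fixed before the data were examined. For each test the UMIs of a cell type were summed per library and compared with edgeR's quasi-likelihood test, so that the library and not the cell was the replicate. Levels are UMI counts scaled to a common library total (CPM) after TMM scaling, as mean ± SD of 2 libraries, and adjusted p-values are Benjamini-Hochberg values over all genes tested. With 2 libraries against 2, an exact 2-sided permutation test of a single value cannot give a p under 0.333, so shares of cells are given with no test.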

CCI-operated mice exhibited a significant decrease in the paw withdrawal threshold ( Supplementary Figure S2B). After quality control, a total of 21,592 cells were obtained from 4 samples, including from CCI mice and CON mice. 

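Of the 37451 barcodes, 35113 passed the paper's filter of more than 500 genes and under 20% mitochondrial UMIs. The CON libraries kept 10743 and 2613 cells, and the CCI libraries 11155 and 10602. The gene minimum removed 1160 barcodes and the mitochondrial limit another 1178. Median mitochondrial shares of the kept cells were 3.35% and 5.08% in CON and 3.85% and 4.44% in CCI, a measure of cell damage during dissociation. A stricter filter of more than 1000 genes and under 10% mitochondrial UMIs left 25484 cells. Scrublet's automatic threshold called 4 doublets in all 4 libraries, too few for the caller to have worked, and no doublets were removed.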

Based on gene expression patterns, we mapped all cells into seven major cell types with distinct markers and classified them by uniform manifold approximation and projection (UMAP) ( Figure 1B). These cells include neurons ( *Rbfox3* ^+^), satellite glial cells ( *Fabp7 ^+^*), fibroblasts ( *Dcn ^+^*), pericytes ( *Notch3 ^+^*), immune cells ( *Ptprc ^+^*), schwann cells ( *Mpz ^+^*), and endothelial cells ( *Cldn5 ^+^*) ( Figure 1C). This classification is consistent with previous reports [14] .

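All 7 cell types had clusters with at least 3 of their own markers above the other cells. Satellite glia-like cells, which wrap the neuronal cell bodies, were led by Fabp7, a fatty acid binding protein of glia, and by Apoe, a lipid carrier. They made up 30.8 ± 9.79% of cells in CON and 23.0 ± 3.79% in CCI (SD, n = 2 libraries). Neuron-like cells made up 11.1 ± 1.06% and 11.4 ± 3.27%, and myelin-forming Schwann cell-like cells (Mbp, Prx) 8.80 ± 2.00% and 9.85 ± 5.54%. Fibroblast-like cells (Dcn, Lum, Col1a1, genes of the extracellular matrix) made up 2.86 ± 1.61% in CON and 6.04 ± 3.33% in CCI, and pericyte-like cells (Rgs5, Acta2, Notch3) 4.06 ± 0.0613% and 4.36 ± 0.454%. Immune cell-like cells, with a macrophage cluster (C1qa, C1qb, C1qc), a neutrophil-led cluster (S100a8, S100a9, Camp, Ngp) and a cluster of antigen-presenting cells (Cd74, H2-Aa), made up 5.18 ± 0.408% and 6.95 ± 4.08%. Endothelial cell-like cells (Cldn5, Flt1, Ly6c1) made up 8.13 ± 2.47% and 6.26 ± 0.743%. Libraries of one condition differed by more than counting error. Fibroblast-like cells were 3.68% of CCI replicate 1 (95% exact binomial interval 3.34 to 4.05%, counting error only) and 8.39% of CCI replicate 2 (7.87 to 8.94%). One satellite glia-like cluster was led by Cxcl10, a chemokine, and by the immediate early and stress genes Fos, Jun and Socs3, and 788 of its 1461 cells came from CCI replicate 2. A cluster with Scn7a and C4b and another with G0s2 and Atf3 held under 3 markers of any type and stayed unnamed, and erythrocyte-like and proliferating cells stood apart in small clusters. The shares rest on libraries of different depth, with 2613 cells in CON replicate 2.

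**Figure D1:**
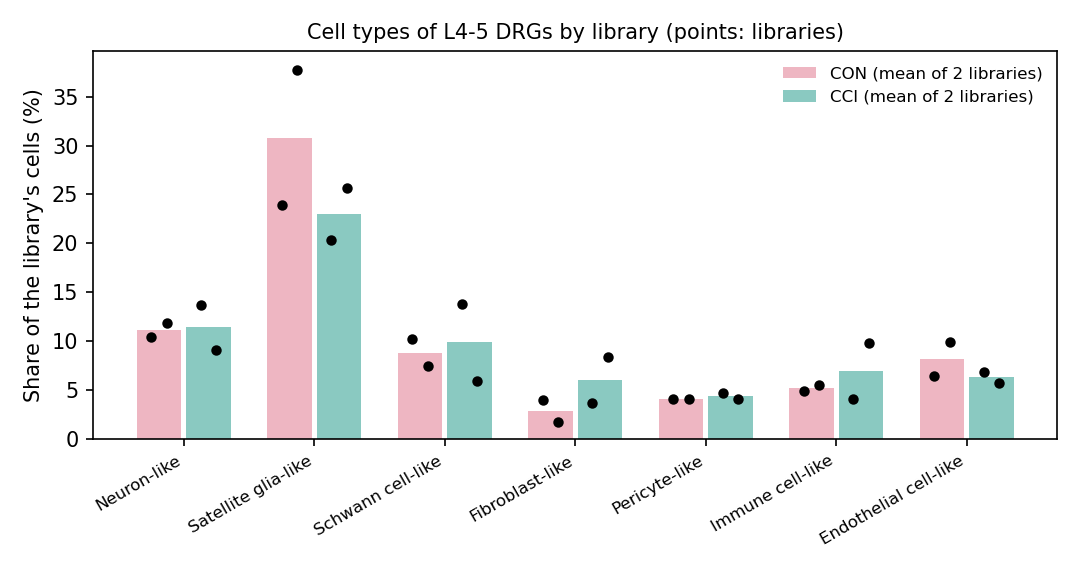
Share of each library's cells (%, y axis) in the 7 cell types (x axis), CON and CCI. Bars are means of 2 libraries and points are single libraries; fibroblast-like cells range from 1.72% to 8.39%.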

**Figure 1:**
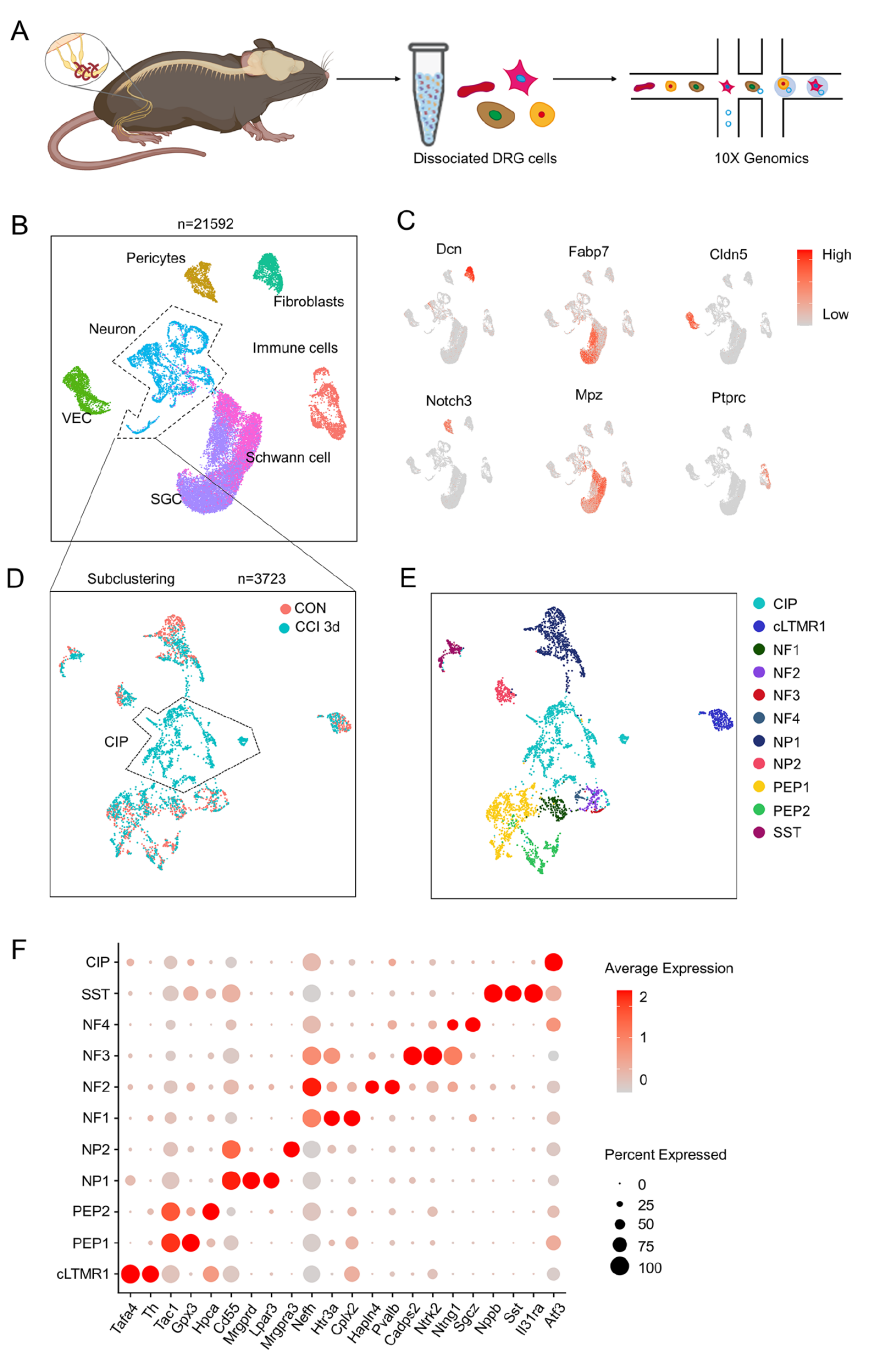
Figure 1 Seven types of DRG cells were identified based on their expression of marker genes (A) Experimental design. L4 and L5 DRGs were collected from CON (naïve state) mice and CCI 3d mice, and the dissociated cell suspension was processed via 10× Genomics scRNA-seq. (B) UMAP plot of DRG cells profiled in the present study. Each dot represents an individual cell; each cell type is marked by a unique color. (C) Feature heatmap showing the expression patterns of cell type-specific marker genes in all cell types. The color represents the expression level. (D) UMAP plot showing neuronal subpopulations in the CON and CCI groups. Pink dots represent neurons in the CON group, and turquoise dots represent neurons in the CCI group. (E) UMAP plot of neuronal subpopulations. Each color represents a neuronal subtype. (F) Bubble plot of marker genes of 11 neuronal subpopulations. The color represents the average expression level of the marker genes, and the size represents the percentage of neurons expressing the marker genes.

To explore the heterogeneity of DRG neurons under normal and CCI neuropathic conditions, we reclassified 3723 neurons in the 2 groups based on canonical DRG neuron markers [15]. 

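Neuron-like clusters held 3913 cells, with 1113 and 310 in the CON libraries and 1528 and 962 in the CCI libraries. The 5 clusters differed in the genes that led them. One was led by Tac1, the precursor of substance P, and Trpv1, the capsaicin receptor; another by Mrgprd and Lpar3, receptors of non-peptidergic nociceptors; and another by Th and Tafa4, markers of low-threshold mechanoreceptors. A further cluster was led by Nppb and Sst, peptides of itch-sensing neurons, together with Sprr1a, a gene induced by axon injury, and the last by the nuclear RNAs Meg3 and Miat. Another 2927, 322, 2707 and 1934 barcodes of CON replicates 1 and 2 and CCI replicates 1 and 2 carried neuron markers at a median UMI count below that of their library, and were kept out of the neurons. They made up 19.8 ± 10.6% of the cells in CON and 21.3 ± 4.26% in CCI. This depth limit was chosen after the cluster sizes had been seen, at a count near the paper's.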

Eleven neuronal subtypes were visualized in UMAP, and their DEGs were identified by the Seurat package ( Figure 1D,E and Supplementary Figure S3B). These neurons included *Tac1 ^+^*/ *Gpx3 ^+^* peptidergic neurons (PEP1), *Tac ^+^* / *Hpca ^+^* peptidergic neurons (PEP2), *Cd55 ^+^*/ *Mrgprd ^+^* non-peptidergic neurons (NP1), *Cd55 ^+^*/ *Mrgpra3 ^+^* non-peptidergic neurons (NP2), *Nefh ^+^* neurons (NF1, NF2, NF3, and NF4), and *Sst ^+^*/ *Nppb ^+^* pruriceptors (SSTs). In addition, we identified a novel CCI-induced neuronal population in the CCI group. 

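Clustered again on their own, all but 3 of the clusters of neuron-like cells could be named from subtype markers. NP1-like neurons, which carry Mrgprd, a receptor of non-peptidergic nociceptors, and Lpar3, were found in 4 clusters, and PEP1-like neurons, which carry the peptide genes Tac1 and Calca, in 5. NF2-like neurons, large myelinated cells marked by Nefh, the heavy neurofilament, and Pvalb, a calcium-binding protein, formed 1 cluster of 299 cells, and NF1-like neurons (Htr3a, a serotonin receptor) 1 cluster of 223. NP2-like neurons (Mrgpra3, an itch receptor) formed 1 cluster, and cLTMR1-like neurons (Th, Tafa4) and SST-like neurons (Sst, Nppb) 2 each. One PEP1-like cluster held Dcn, a fibroblast gene, among its leading genes. No cluster met the rule for PEP2, NF3 or NF4, which needed 3 of a subtype's markers. The 3 unnamed clusters were led by Calb1, Penk, Foxp2 and Trpm8, by the nuclear RNAs Malat1 and Meg3 at low UMI counts, and by the glial genes Apoe and Fabp7. They held 204, 201 and 134 cells.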

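A CIP-like group of 4 neuron clusters, recognised by Atf3, Sprr1a, Camk1, Flrt3 and Gpr151, held 0.296 ± 0.0375% of CON neurons and 20.7 ± 2.42% of CCI neurons (SD, n = 2 libraries). In CON it held 3 of 1113 neurons of replicate 1 (0.270%, 95% exact binomial interval 0.0556 to 0.786%) and 1 of 310 of replicate 2 (0.323%, 0.00817 to 1.78%). In CCI it held 343 of 1528 neurons of replicate 1 (22.4%, 20.4 to 24.6%) and 183 of 962 of replicate 2 (19.0%, 16.6 to 21.6%). The intervals cover counting error only, and both CCI libraries lay above both CON libraries, and the difference was not tested. Barcodes with neuron markers at low UMI counts are left out of these neurons, by a rule set after its neuron count had been seen to lie near the paper's. With them added to the neurons, none counted as CIP-like because they were not clustered with the neurons, the shares were 0.116 ± 0.0594% and 7.21 ± 1.26%, and with clusters made without integration 0.622 ± 0.157% and 27.1 ± 0.818%. The genes of the CIP modules, the regeneration-associated genes and the channel genes were left out of the features used to cluster, so none of them was used to build the clusters. From the presence of this population in the CCI group, marked by Atf3, the paper states that CCI induces a neuronal population. It also reports more ATF3 staining from 3 d after CCI and higher Atf3 by RT-PCR, which were not analysed here.

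**Figure D2:**
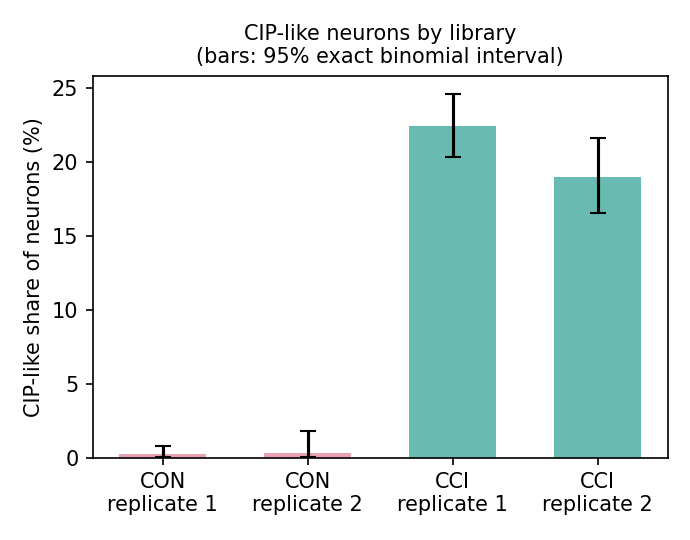
Share of neuron-like cells in CIP-like clusters (%, y axis) in each library (x axis), with 95% exact binomial intervals that cover counting error only. The CON libraries lie at 0.270% and 0.323%, the CCI libraries at 22.4% and 19.0%.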

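Atf3 encodes a transcription factor of the stress response that injured sensory neurons switch on. It lies on chromosome 1, 191170296 to 191183333 of GRCm38. Among neurons with at least 6834 UMIs, each thinned to that number, 18.9 ± 15.7% of CON neurons and 67.8 ± 4.64% of CCI neurons carried at least 1 Atf3 UMI (SD, n = 2 libraries). Neurons with fewer UMIs were left out, 87 and 65 in CON and 97 and 143 in CCI. Without thinning the shares were 47.7 ± 13.1% and 87.7 ± 1.12%. The thinned share was 30.0% in CON replicate 1 and 7.76% in CON replicate 2. Endothelial cells held it in 62.9 ± 12.5% of CON cells and 87.3 ± 10.6% of CCI cells at the same 6834 UMIs, with 530 and 73 CON and 386 and 248 CCI cells left out, so a UMI of Atf3 is not specific to neurons in these libraries. In the summed neurons the level of Atf3 was 46.7 ± 36.6 CPM in CON and 524 ± 79.8 CPM in CCI, a log2 fold change of 3.48 (standard error 0.50, adjusted p = 0.00546) from edgeR's test.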

CIP was marked by *Atf3* ( Figure 1D–F), which was induced following nerve injury and is functionally associated with nerve regeneration [ 16, 17]. The classification of neuronal subtypes was in line with previous scRNA-Seq studies [15].

### Changes in the transcriptome characteristics of neurons after CCI

To characterize the common transcriptomic changes in neurons following CCI-induced axonal injury, a volcano plot was generated to visualize the DEGs of neurons. 

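CCI changed 746 of 15523 genes in neurons at an adjusted p under 0.05 from edgeR, 649 higher and 97 lower, and 2730 genes had an unadjusted p under 0.05. DESeq2, which scales libraries by median ratios, called 773 higher and 266 lower. Anxa1, an annexin that limits inflammation and repairs membranes, went from 0.110 ± 0.0574 CPM in CON to 97.1 ± 17.0 CPM in CCI (SD, n = 2 libraries), with so few CON counts that no fold is given. Timp1, an inhibitor of matrix metalloproteinases on chromosome X, 20870166 to 20874737 of GRCm38, rose by a log2 fold change of 4.56 (standard error 0.25, adjusted p = 3.87e-05) from edgeR. Sema6a, a semaphorin that guides axons, rose by 4.56 (standard error 0.26, adjusted p = 4.35e-05) from edgeR, and Lmo7, a LIM domain protein of cell junctions, by 4.11 (standard error 0.20, adjusted p = 2.61e-05). Chst2, a sulfotransferase that modifies glycans, rose by 3.17 (adjusted p = 0.000247 from edgeR). Bc1, a non-coding RNA that represses translation in neurons, had the lowest log2 fold change of the genes named in this paragraph, at 442 ± 325 CPM in CON and 47.6 ± 21.5 CPM in CCI (log2 fold change -3.22, standard error 0.52, adjusted p = 0.0100 from edgeR). DESeq2 called Bc1 lower in every other cell type too, so its fall was not specific to neurons. Dpp10, an auxiliary subunit of Kv4 potassium channels, changed by -1.27 (adjusted p = 0.00734 from edgeR), and Rasgrp1, an activator of Ras, by -1.27 (adjusted p = 0.00653). Cd55, a complement inhibitor that marks non-peptidergic neurons, changed by -1.03 (adjusted p = 0.0172 from edgeR, but 0.164 without CCI replicate 2). A further 5 genes that fell, Lars2, Ccdc74a, Magi3, Fndc5 and Gm765, had log2 fold changes of -1.14, -1.03, -1.02, -1.0 and -0.99. Each lost its call without 1 CCI library, with edgeR adjusted p-values of 0.0846, 0.116 and 0.107 for Lars2, Magi3 and Fndc5 without replicate 2 and 0.267 for Ccdc74a without replicate 1, and Gm765 without either (0.0616 and 0.143). Lars2 also lost it with low-UMI barcodes added, though at a larger log2 fold change of -2.04 (edgeR adjusted p = 0.0570). This alternative was chosen after the data were seen. The count was 1416 (975 higher and 441 lower) without CON replicate 1, 1387 (964 higher and 423 lower) without CON replicate 2 and 1711 (1189 higher and 522 lower) with no filter on low counts.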

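Neurons outside the CIP-like clusters also changed. With CIP-like cells left out, 168 of 15249 genes passed edgeR's test, 167 higher and 1 lower, and 1373 had an unadjusted p under 0.05. Sprr1a, a gene of the cornified envelope that injured neurons switch on, was at 0.0729 ± 0.0526 CPM in CON and 295 ± 175 CPM in CCI in these neurons. Serpinb1a, a protease inhibitor, rose by 3.27 (standard error 0.26, adjusted p = 0.000661) and Alkal2, a ligand of the receptor Alk, by 2.53 (standard error 0.28, adjusted p = 0.00331) on the log2 scale in edgeR. Flrt3, an adhesion molecule of growing axons, and Gal, the neuropeptide galanin, rose by 2.13 (adjusted p = 0.00823) and 2.11 (adjusted p = 0.00104) in edgeR. The 6 other cell types also held Sprr1a (70.3 to 188 CPM in CCI replicate 1 and 56.2 to 127 CPM in CCI replicate 2, before TMM scaling), Serpinb1a (257 to 461 and 94.6 to 233 CPM) and Gal (380.4 to 835 and 119.8 to 289 CPM). Kif22, a kinesin, and Vgf, a neuropeptide precursor, rose by 1.95 and 1.75, and Phlda1, an immediate early gene, by 1.72. Gadd45a, a DNA damage response gene, and Sox11, a transcription factor of axon growth, rose by 1.82 and 1.68, but lost their calls with clusters made without integration (edgeR adjusted p = 0.0671 and 0.106). Bc1 was the lower gene, with a log2 fold change of -3.22 (standard error 0.52, adjusted p = 0.0214) from edgeR, and DESeq2 called it lower in the non-neuronal cell types too. With DESeq2 282 genes changed, 261 higher and 21 lower. The count was 623 (461 higher and 162 lower) without CON replicate 1, 554 (438 higher and 116 lower) without CON replicate 2, 294 (280 higher and 14 lower) without CCI replicate 1, 643 (534 higher and 109 lower) with no filter on low counts and 64 with clusters made without integration.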

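The 9 genes that the study names as regeneration-associated all rose in CCI neurons, and those with the largest levels were Gal, Gap43 and Sprr1a. Gal was at 209.5 ± 18.5 CPM in CON and 3104 ± 616 CPM in CCI (SD, n = 2 libraries), a log2 fold change of 3.89 (standard error 0.23, adjusted p = 5.44e-05) from edgeR. It lies on chromosome 19, 3409915 to 3414544 of GRCm38. Sprr1a rose from 5.70 ± 4.86 to 1347 ± 778 CPM (log2 fold change 7.92, standard error 0.74, adjusted p = 0.000615 from edgeR), and Gap43, a protein of growth cones, from 403 ± 122 to 1536 ± 71.4 CPM (log2 fold change 1.93, standard error 0.24, adjusted p = 0.00246). Serpinb1a rose from 30.8 ± 12.9 to 497 ± 78.8 CPM, with a log2 fold change of 4.02 (standard error 0.31, adjusted p = 0.000254) from edgeR, and Gpr151, a receptor of sensory neurons, from 1.25 ± 0.153 to 33.8 ± 4.13 CPM (4.77, standard error 0.24, adjusted p = 2.61e-05). Sox11 had a log2 fold change of 2.94 (standard error 0.27, adjusted p = 0.000525) and Gadd45a of 2.99 (standard error 0.24, adjusted p = 0.000303) from edgeR, and Flrt3 of 3.06 (standard error 0.28, adjusted p = 0.000525). All 9 of 9 passed over all genes and 9 adjusted over the list alone, but the study chose this list on these samples, so the count is not independent evidence. Of 31 regeneration-associated genes listed before the data were examined, 24 were higher and none was lower at an adjusted p under 0.05 from edgeR (29 higher adjusted over the list alone). They included Itga7, an integrin of growth cones (log2 fold change 2.93, standard error 0.18, adjusted p = 6.93e-05 from edgeR), Npy, a neuropeptide near 0 counts in CON, and Tnfrsf12a, the TWEAK receptor. The paper also reports Tnfrsf12a as upregulated, and such genes were not left out of the general list. The results of that list are therefore not independent of the paper's. Camera, which compares a list with the other genes, gave an adjusted p of 2.40e-57 for the study's list and 3.99e-71 for the general list with a preset correlation in limma, and with an estimated correlation p-values of 0.00351 and 0.00234 and adjusted p-values of 0.0579 and 0.0579.

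**Figure D3:**
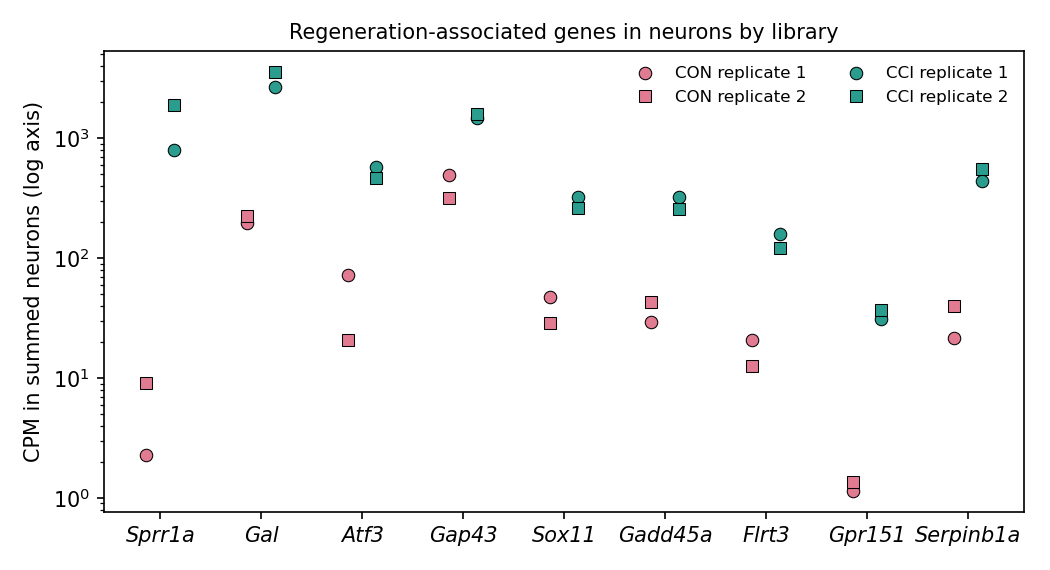
Levels of the study's 9 regeneration-associated genes in neuron sums (CPM, log axis) in each of the 4 libraries, CON and CCI. Gal reaches 2668 and 3539 CPM in the CCI libraries.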

We observed that CCI greatly upregulated the expressions of *Sprr1a*, *Atf3*, *Gap43*, *Flrt3* , *Gal*, *Sox11*, *Gadd45a*, *Gpr151*, and *Serpinb1a* ( Figure 2A), which were identified as regeneration-associated genes (RAGs). These RAGs play a decisive role in the regeneration of damaged axons [18]. In addition, CCI downregulated multiple potassium and sodium channels and upregulated the calcium channel Cacna2d1, consistent with previous studies in nerve transection models [9]. These gene changes could affect neuronal excitability and result in ectopic discharge after nerve injury [19]. qRT-PCR was utilized to validate the changes in the DEGs ( Figure 2B). 

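Potassium channel genes moved in both directions in CCI neurons. Of 78 measured, 2 were higher and 2 lower at an adjusted p under 0.05 from edgeR, and 4 were higher and 17 lower when adjusted over the list alone. The lower genes were Kcna2, a Kv1 channel of the axon, at -0.97 (adjusted p = 0.0193 from edgeR), and Kcnip2, a partner of Kv4 channels, at -0.97 (adjusted p = 0.0340 from edgeR) on the log2 scale. Without CCI replicate 1 their edgeR adjusted p-values were 0.0836 and 0.119, and without CCI replicate 2 0.0921 and 0.0715. The higher genes were Kcnk16, a background potassium channel (5.10, adjusted p = 0.000427 from edgeR), and Kcnmb4, a subunit of BK channels (1.49, adjusted p = 0.00230). Of 14 sodium channel genes, none passed edgeR's test over all genes, and 7 were lower adjusted over the list alone. Of 20 calcium channel genes, 1 passed. Cacna2d1, the gabapentin-binding subunit on chromosome 5, 15934264 to 16374511 of GRCm38, rose from 307 ± 25.2 CPM to 557 ± 92.7 CPM (log2 fold change 0.86, standard error 0.20, adjusted p = 0.0423 from edgeR). Its edgeR adjusted p was 0.0517 with upper-quartile factors and 0.293 without CCI replicate 1. Of 17 TRP channel genes, 1 was higher and none lower (1 and 3 adjusted over the list alone). Camera in limma with a preset correlation gave adjusted p-values of 0.000734 for lower potassium and 0.000328 for lower sodium channels and 0.0295 for the calcium channels. With an estimated correlation the p-values were 0.0840, 0.199 and 0.253.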

PCR results showed that all of the aforementioned RAGs significantly increased, while potassium and sodium channels significantly decreased ( Figure 2B). *Sprr1a* was one of the top DEGs, increasing more than 100-fold at CCI 3d. A previous study reported that *Cacna2d1* expression decreased on day 28 post-CCI [20], but this study showed that *Cacna2d1* expression did not significantly differ at CCI 3d ( Figure 2B). 

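Genes of the cytoskeleton and of axon growth were among those that rose in CCI neurons. GO terms were not computed here, and lists of genes fixed before the data were examined were tested in their place. Of 31 microtubule genes, 4 were higher and none was lower at an adjusted p under 0.05 from edgeR (7 higher adjusted over the list alone). They were Tubb6, a tubulin, at a log2 fold change of 4.84 (standard error 0.37, adjusted p = 0.000247), Stmn4, a stathmin that binds tubulin, at 2.01 (standard error 0.22, adjusted p = 0.00123), Tuba1c, another tubulin, at 2.25 (adjusted p = 0.0157), and Crmp1, a collapsin response protein, at 0.87 (adjusted p = 0.0385), all from edgeR. Tubb3, the neuronal tubulin, was not past the test (0.89, standard error 0.23, adjusted p = 0.0702 from edgeR). It passed without CON replicate 1 (edgeR adjusted p = 0.0398), without CON replicate 2 (0.000180) and with no filter on low counts (0.000203). It also passed with DESeq2 (0.00258). In edgeR with the replicate number as a block it was at 0.00305, though nothing in the labels pairs the libraries. Of 32 actin genes 2 were higher, Fscn1, a bundling protein of filopodia (1.55, adjusted p = 0.0182 from edgeR), and Tpm4, a tropomyosin (0.88, adjusted p = 0.0282), the same 2 adjusted over the list alone. Of 62 axon guidance genes 5 were higher and 1 lower (5 and 2 adjusted over the list alone), with Plxna4, a semaphorin receptor, at 1.29 (adjusted p = 0.0288 from edgeR). Without CCI replicate 1 the edgeR adjusted p was 0.279 for Crmp1, 0.149 for Tpm4 and 0.0806 for Plxna4, and without CCI replicate 2 it was 0.0602 for Tpm4. For the microtubule list camera in limma gave an adjusted p of 9.97e-05 with a preset correlation, and p = 0.0426 (adjusted p = 0.176) with an estimated one.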

GO analysis revealed that the DEGs upregulated in neurons after CCI were enriched mainly in regeneration-related terms, such as nervous system development, microtubule cytoskeleton organization, and neuron projection organization ( Figure 2C). In addition, the downregulated DEGs were significantly related to peripheral stimuli and signal transduction, including protein localization to the plasma membrane, ion transmembrane transport, and synaptic vesicle exocytosis ( Figure 2D). These downregulated genes included the ion channel genes *Kcnb2*, *Kcnb1*, *Scn9a*, *Scn10a*, *Scn8a* and *Pacsin1*, which are important regulators of the actin cytoskeleton and endocytosis and are highly expressed in neurons [ 21, 22].

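Few genes of synaptic vesicle release passed the test. Of 31 measured, 1 was lower and none was higher at an adjusted p under 0.05 from edgeR (none adjusted over the list alone). The gene was Rims1, a scaffold of the presynaptic active zone, with a log2 fold change of -0.78 (standard error 0.18, adjusted p = 0.0410) from edgeR. Rims2, its paralog, had -0.77 (standard error 0.22, adjusted p = 0.105), Syt1, the calcium sensor of release, -0.60 (standard error 0.17, adjusted p = 0.109), and Sv2a, a vesicle glycoprotein, -0.54 (standard error 0.17, adjusted p = 0.142) from edgeR. The edgeR adjusted p of Rims1 was 0.136 without CCI replicate 1, 0.281 without CCI replicate 2, 0.0532 without CON replicate 2 and 0.0622 at thinned depth. Rims2 passed edgeR's test without CON replicate 2 (0.00208) and with no filter on low counts (0.00615), and Rims2 and Syt1 passed with DESeq2 (0.0229 and 0.0320). Another setting took the replicate number as a block, though nothing in the labels pairs the libraries. Its edgeR adjusted p-values were 0.00548 for Rims2, 0.0118 for Syt1 and 0.0175 for Sv2a. Camera in limma with a preset correlation gave an adjusted p of 0.0234 for a lower list, and p = 0.210 with an estimated correlation. Genes of transport to the plasma membrane were not listed before the data were examined and were not tested as a list.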

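Kcnb2, Scn9a, Scn10a, Scn8a and Pacsin1 had lower mean levels in CCI neurons, and none of these 5 passed edgeR's test over all genes. Kcnb2, a Kv2 channel that carries delayed rectifier current, had a log2 fold change of -0.71 (standard error 0.30, adjusted p = 0.257) from edgeR. Scn9a (Nav1.7), a sodium channel of nociceptors, went from 359 ± 46.8 to 236 ± 36.6 CPM (SD, n = 2 libraries), a log2 fold change of -0.60 (standard error 0.20, adjusted p = 0.149) from edgeR. Scn10a (Nav1.8), another nociceptor channel, had -0.56 (standard error 0.23, adjusted p = 0.247), and Scn8a (Nav1.6), a channel of the node of Ranvier, -0.34 (standard error 0.23, adjusted p = 0.513) from edgeR. Pacsin1, an endocytic protein, had -0.51 (standard error 0.24, adjusted p = 0.333) from edgeR. Without CON replicate 2 the edgeR adjusted p-values were 0.000596 for Kcnb2, 0.0325 for Scn9a, 0.0145 for Scn10a and 0.0272 for Pacsin1. With no filter on low counts Kcnb2 passed as well (edgeR adjusted p = 0.0116). Another setting took the replicate number as a block, though nothing in the labels pairs the libraries. Its edgeR adjusted p-values were 0.0251 for Kcnb2, 0.0104 for Scn9a, 0.0230 for Scn10a and 0.0251 for Pacsin1. Without CON replicate 1 the log2 fold change of Scn8a was 0.01.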

**Figure 2:**
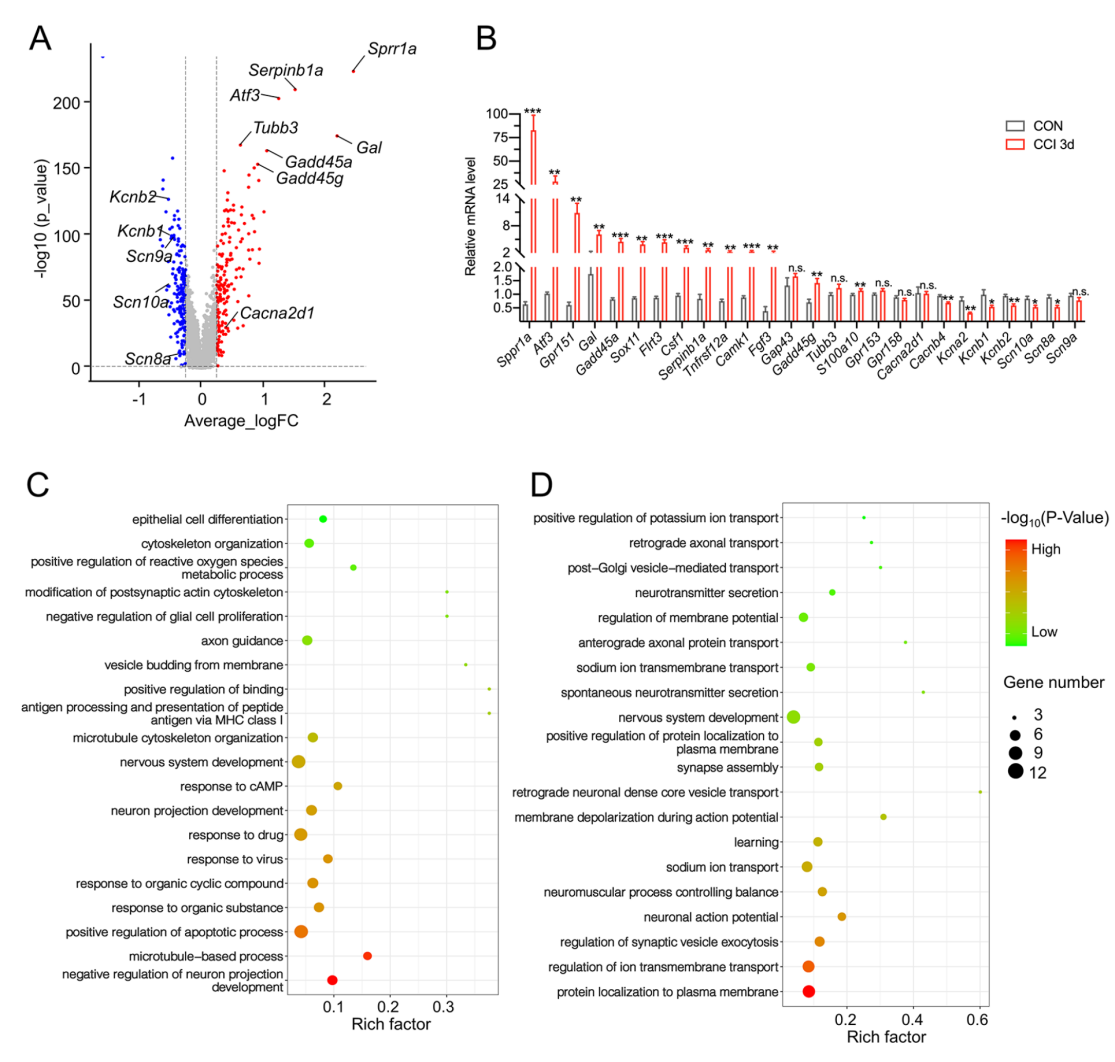
Figure 2 Transcriptional reprogramming of DRG neurons is related to nerve regeneration (A) Volcano dot plot of DEGs in the DRGs of the CON and CCI 3d groups. The red dots represent upregulated genes under CCI, the blue dots represent downregulated genes under CCI, and the gray dots represent genes whose expression was not significantly different between CON and CCI 3d mice. Each dot represents a gene. (B) Some significantly differentially expressed genes were confirmed via RT-PCR. Each group comprised 5 samples. *P < 0.05; **P < 0.01; ***P < 0.001; unpaired t test. Data are presented as the mean ± SEM. (C) Bar plot showing the top 20 GO terms of biological process (BP) enriched for the upregulated DEGs in CCI 3d. (D) The top 20 BP-enriched GO terms for the downregulated DEGs in the CCI 3d group.

### Transcriptomic characteristics of the novel CIP neurons

The UMAP plot was split according to the CON and CCI groups to investigate the development and progression of the novel emerging neuron type CIP ( Figure 1D,E). 

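Outside the CIP-like clusters, NP1-like neurons made up 27.1 ± 3.73% of CON and 19.7 ± 0.285% of CCI neurons (SD, n = 2 libraries), and PEP1-like neurons 25.3 ± 1.27% and 24.1 ± 1.44%. NP2-like neurons, which carry the itch receptor Mrgpra3, made up 5.60 ± 0.781% and 5.54 ± 1.12%, and SST-like neurons 4.37 ± 1.60% and 6.81 ± 1.1%. The mechanoreceptor groups were cLTMR1-like (11.7 ± 3.15% and 11.4 ± 6.72%) and NF2-like (8.58 ± 2.96% and 10.0 ± 1.06%). NF1-like neurons made up 4.09 ± 4.41% and 7.05 ± 0.531%, and CON replicate 2 held 3 of them among 309 neurons (95% exact binomial interval 0.201 to 2.81%, counting error only). With clusters made without integration NF2-like neurons made up 4.40% of CON and 5.13% of CCI neurons, and NF1-like neurons 3.42% of CCI neurons. In those clusters the mean share of PEP1-like neurons was higher in CCI than in CON, unlike in the main clusters. The main PEP1-like clusters include the one with Dcn. With any marker of another type ruling a cluster out, PEP1-like neurons made up 19.3% and 19.3%.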

Other neuronal subpopulations were evenly distributed ( Figure 1D,E). DEGs of 11 neuronal subpopulations were identified (lnFC>0.25 and *P* value<0.05). ( Figure 3A). CIP was represented by *Sprr1a*, *Atf3*, *Camk1* , *Flrt3* and *Gpr151* ( Figure 3A). These genes were well-known RAGs and were reported to be upregulated in previous studies [ 23, 24]. 

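These 5 genes were used here to name the CIP-like clusters, so their levels describe the clusters and are not a test of them. Within the CCI libraries, Sprr1a was at 4220.5 ± 2611 CPM in CIP-like neurons and 273 ± 162 CPM in other neurons (SD, n = 2 libraries), and Atf3 at 1156 ± 336 and 262 ± 32.2 CPM. Camk1, a calcium-dependent kinase, was at 672 ± 54.2 and 125 ± 1.91 CPM, and Flrt3 at 327 ± 60.0 and 64.3 ± 9.40 CPM. The CIP-like cells lay in 4 clusters. One was led by Gal, Timp1 and Tnfaip6, another by Anxa1 and Sdc1, another by Crh, the stress peptide corticotropin-releasing hormone, and the last, of 66 cells, by Anxa1 together with Slpi, Camp and Ngp, which are genes of neutrophils. With the last cluster left out, an alternative chosen after the data were seen, CIP-like cells were 18.6 ± 2.64% of CCI neurons (SD, n = 2 libraries), and 8235 of 14765 genes differed from other neurons in edgeR, with Anxa1 at a log2 fold change of 7.29 and Crh at 5.85.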

We conducted GO analysis to study the functions of the DEGs associated with CIP. Here, we showed the top 20 GO terms ( Figure 3B). These representative genes in the CIP were significantly enriched in nerve regeneration-related terms (nervous system development, actin cytoskeleton organization, neuron projection development, axon guidance, actin filament organization, neuron projection morphogenesis, etc.), increased translation, and apoptotic processes ( Figure 3B). However, the top terms in the CIP category excluded biological processes associated with pain. Furthermore, the top 20 pathways enriched in CIP were mainly involved in apoptotic signaling and gap junction signaling ( Figure 3B).

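CIP-like neurons differed from the other neurons of the same CCI libraries in 8312 of 14880 genes at an adjusted p under 0.05 from edgeR with the library as a block, 4049 higher and 4263 lower. DESeq2 called 2853 higher and 2705 lower. Most actin and stress genes were higher. GO terms were not computed here, and only list members that were not clustering features are counted. Of 25 actin genes 20 were higher and 1 lower in edgeR, and of 12 microtubule genes 10 higher and 1 lower. Of 16 genes of apoptosis and the p53 or stress response, such as the caspase Casp6 (log2 fold change 2.75, standard error 0.15, adjusted p = 7.30e-07), 12 were higher and 1 lower in edgeR. Of 75 cytosolic ribosomal protein genes 31 were higher and none was lower, and of 39 axon guidance genes 12 were higher and 9 lower. Adjusted over the list alone the counts were 20 actin, 12 apoptosis and 30 ribosomal genes higher. Camera in limma with a preset correlation gave adjusted p-values of 5.01e-05 for actin, 2.84e-07 for apoptosis and 0.0148 for ribosomal genes. With an estimated correlation the p-values were 0.314, 0.162 and 0.751. The clusters were made from these cells, so cells were sorted by expression before they were compared, which the p-values do not take into account. Without CCI replicate 2 the count was 2861, without CCI replicate 1 2582, and with no library block 4752. A fit without a CCI library keeps 1 CIP-like sum and has the other neurons of CON added, so the comparison changes too and a lost call does not show that it rested on that library.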

**Figure 3:**
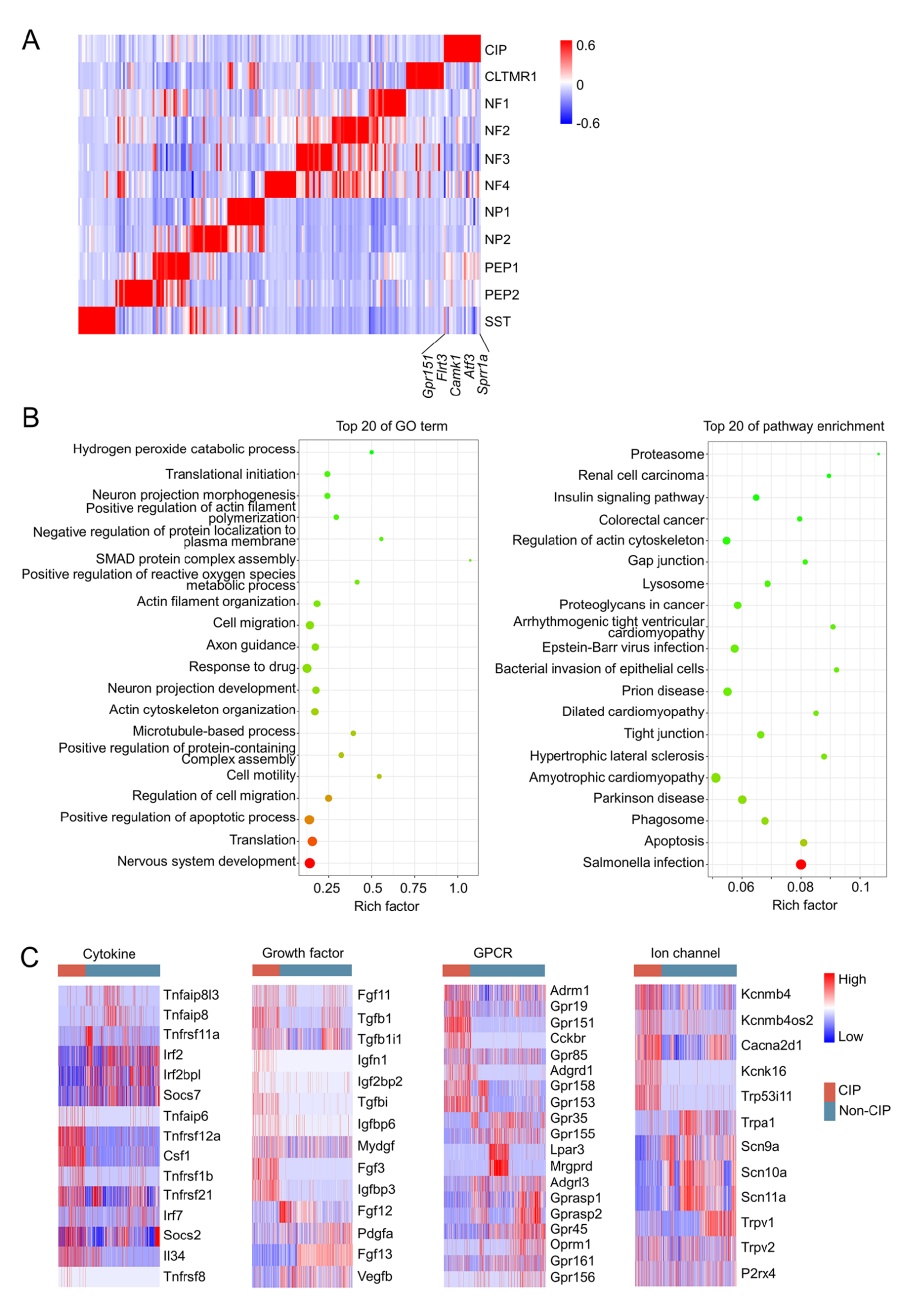
Figure 3 A novel CCI-induced neuronal subpopulation is associated with nerve regrowth (A) Heatmap showing the DEGs among 11 neuronal subpopulations. The color represents the average expression level of the marker genes. (B) Bubble plots showing the top 12 GO terms of BP and the top 12 pathway enrichment terms enriched for the DEGs of CIP neurons. (C) Heatmaps of 4 DEG modules of CIP neurons versus Non-CIP neurons.

To characterize the transcriptomic pattern of CIP molecules, the DEGs of CIP neurons were divided into four groups: genes related to cytokines and their related receptors, genes related to growth factors and their related receptors, G protein-coupled receptors (GPCRs), and genes related to ion channels. We observed that CIP exhibited unique transcriptome pattern features ( Figure 3C). 

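Among genes that were not clustering features and had a mean of at least 5 log2 CPM, Anxa1 and the peptide gene Crh differed most between CIP-like and other CCI neurons. Anxa1 was at 349 ± 43.6 CPM in CIP-like and 2.03 ± 0.401 CPM in other neurons (SD, n = 2 libraries), a log2 fold change of 7.46 (standard error 0.15, adjusted p = 2.64e-08) from edgeR, and Crh at 109.8 ± 35.9 and 1.76 ± 0.448 CPM (5.85, standard error 0.21, adjusted p = 1.01e-07). Gal was higher by 3.43 (standard error 0.15, adjusted p = 2.17e-07) and Sox11 by 2.79 (standard error 0.09, adjusted p = 8.40e-08) on the log2 scale in edgeR. Tmem88b, a membrane protein, was higher by 3.23 (standard error 0.09, adjusted p = 6.15e-08) in edgeR. Wfdc3, a protease inhibitor, was higher by 2.89 (adjusted p = 8.40e-08 from edgeR). With 1 CIP-like sum it was higher by 4.52 without CCI replicate 1 (edgeR adjusted p = 0.0705) and by 4.16 without CCI replicate 2 (0.0802). Lower genes included Kcnmb1, a subunit of BK channels (-3.50, standard error 0.18, adjusted p = 4.75e-07 from edgeR), Kcna2 (-3.09), Kcnd1, a Kv4 channel (-2.19), and Calcb, a calcitonin gene-related peptide of nociceptors (-2.69, standard error 0.15, adjusted p = 9.61e-07). Bola3, a mitochondrial iron-sulfur protein, and Eepd1, a nuclease, had log2 fold changes of -2.50 and -2.21, and Kcnb2 of -2.18. Of the 10 cytokine module genes 9 were higher and 1 lower in edgeR, of 14 growth factor genes 10 and 4, of 19 GPCR genes 8 and 11, and of 12 ion channel genes 7 and 5. Adjusted over the list alone the counts were the same, and the study picked these genes from these samples. The GPCR count includes Gpr151, which named the clusters.

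**Figure D4:**
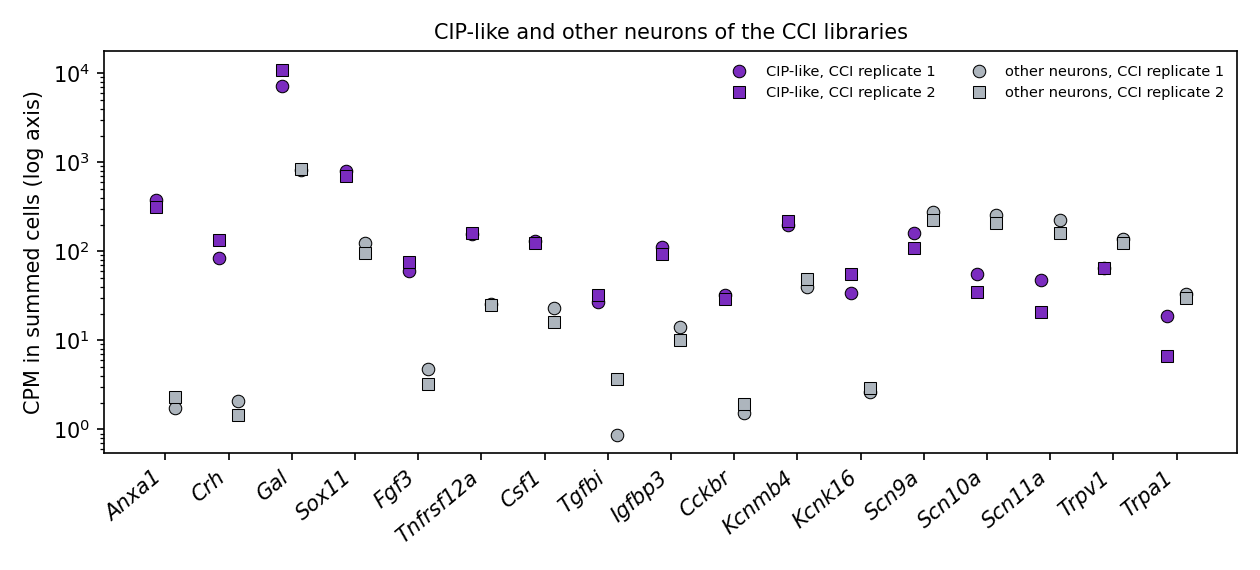
Levels (CPM, log axis) of named genes in CIP-like neurons and in other neurons of the 2 CCI libraries. Anxa1 lies at 349 and 2.03 CPM on average.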

Real-time PCR showed that *Tnfrsf12a*, *Csf1* and *Fgf3* were upregulated in the DRG after CCI ( Figure 2B). 

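Tnfrsf12a, the receptor of the cytokine TWEAK, was at 159 ± 0.778 CPM in CIP-like neurons and 25.4 ± 0.403 CPM in other neurons of the CCI libraries (SD, n = 2 libraries), a log2 fold change of 2.65 (standard error 0.08, adjusted p = 6.29e-08) from edgeR. Csf1, a macrophage growth factor, was at 128 ± 4.95 and 19.7 ± 5.25 CPM (log2 fold change 2.71, standard error 0.11, adjusted p = 1.77e-07 from edgeR). Fgf3, a fibroblast growth factor on chromosome 7, 144838612 to 144843348 of GRCm38, was at 68.1 ± 10.9 and 4.05 ± 1.1 CPM (log2 fold change 4.03, standard error 0.17, adjusted p = 2.06e-07 from edgeR). Without CCI replicate 2, with 1 CIP-like sum and other neurons of CON added, its log2 fold change was 5.14 (adjusted p = 0.0750 from edgeR). None of these genes served as a clustering feature, and UMIs of all of them were counted in the other neurons at lower levels. For Fgf3 the level in other neurons of CCI was 4.37 CPM before TMM scaling. The non-neuronal cell types of CCI held 2.52 to 7.46 CPM. A larger share of other neurons held a Fgf3 UMI, 8.61 ± 2.38% against 1.18 to 2.55% of cells in these types. Cell types differ in UMIs per cell, so the like CPM does not decide whether other neurons expressed Fgf3. For Tnfrsf12a and Csf1 the other neurons were not compared with the other cell types.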

Herein, scRNA-seq showed that these genes were specifically expressed in CIP. In addition, in the cytokine and growth factor module, *Tnfrsf8*, *Igfn1*, *Tgfbi*, and *Igfbp3* were also specifically expressed in CIP. 

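Igfbp3, which binds insulin-like growth factors, was at 102 ± 13.0 CPM in CIP-like and 12.1 ± 2.97 CPM in other neurons (SD, n = 2 libraries), a log2 fold change of 3.08 (standard error 0.09, adjusted p = 6.38e-08) from edgeR. Tgfbi, a matrix protein induced by TGF-beta, was at 29.4 ± 3.90 and 2.26 ± 1.96 CPM (log2 fold change 3.90, standard error 0.30, adjusted p = 5.49e-06 from edgeR). Tnfrsf8, a TNF receptor, and Igfn1, a protein of muscle, were low in both groups. Tnfrsf8 was at 0.907 ± 0.00396 and 0.204 ± 0.0301 CPM (adjusted p = 0.00273 from edgeR), and Igfn1 at 4.03 ± 0.933 and 1.08 ± 0.198 CPM (1.84, standard error 0.27, adjusted p = 0.000357). In the fits with 1 CIP-like sum and other neurons of CON added, Igfn1 had log2 fold changes of 3.72 without CCI replicate 1 and 2.84 without CCI replicate 2 (edgeR adjusted p = 0.0788 and 0.191), and Tnfrsf8 3.75 and 3.29 (edgeR adjusted p = 0.114 and 0.137). Tnfrsf8 lost its call with DESeq2 (adjusted p = 0.0652).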

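Cckbr, a receptor for cholecystokinin and gastrin, was at 31.0 ± 2.48 CPM in CIP-like neurons and 1.73 ± 0.301 CPM in other neurons of the CCI libraries (SD, n = 2 libraries), with a log2 fold change of 4.19 (standard error 0.14, adjusted p = 8.51e-08) from edgeR. Gpr151, an orphan receptor, was among the 5 genes that named the clusters, so only its levels are given, 98.2 ± 20.3 and 9.17 ± 0.0403 CPM. Gpr158 and Gpr153, orphan receptors too, were higher in CIP-like neurons by 0.96 (standard error 0.07, adjusted p = 5.49e-06) and 1.53 (standard error 0.08, adjusted p = 5.38e-07) on the log2 scale in edgeR. Gpr158 had a log2 fold change of 1.69 with 1 CIP-like sum, without CCI replicate 2 (adjusted p = 0.0585 from edgeR). Oprm1, the mu opioid receptor, differed by -3.74 (standard error 0.25, adjusted p = 2.13e-06), and Mrgprd by -3.03 (standard error 0.17, adjusted p = 8.54e-07) from edgeR.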

In the GPCR module, *Gpr151* and *Cckbr* are highly specifically expressed in CIP. These CIP-specific genes are enriched in nerve regeneration and have been shown to play roles in axonal growth [ 25, 26 ]. *Tgfbi* and *Igfbp3* play significant roles in embryonic development, cell proliferation and differentiation, adhesion, migration, *etc*. [ 27, 28]. Increased *Fgf3* could play a protective role in suppressing the development of neuronal hyperexcitability after CCI [29]. *Gpr151* was reported to be engaged in neuropathic pain [30]. Our real-time PCR showed that ion channel genes ( *e*. *g*., sodium and potassium channels) were widely downregulated following CCI, as previously reported ( Figure 2B) [ 14, 29]. Specifically, CIP exhibited increased potassium channel expression ( *Kcnmb4*, *Kcnmb4os2*, and *Kcnk16*) and decreased sodium channel expression ( *Scn9a*, *Scn10a*, and *Scn11a*) ( Figure 3C). In addition, *Trpv1* and *Trpa1* (nonselective cation channels related to neuronal hyperexcitability and pain transduction) also exhibited decreased expression in the CIP ( Figure 3C). These genes largely affect neuronal excitability and are related to pain transduction.

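Most potassium channel genes were lower in CIP-like neurons, and Kcnmb4, Kcnmb4os2 and Kcnk16 were among the few that were higher. Kcnmb4, a subunit that slows BK channels, was at 210.4 ± 14.9 CPM in CIP-like and 44.2 ± 6.07 CPM in other neurons (SD, n = 2 libraries; log2 fold change 2.26, standard error 0.08, adjusted p = 9.96e-08 from edgeR). Kcnmb4os2, a transcript from the opposite strand that overlaps Kcnmb4, had 2.42 (standard error 0.11, adjusted p = 3.41e-07) from edgeR, and both values are uncertain because how reads of the overlap were counted was not checked. Kcnk16 had 3.97 (standard error 0.13, adjusted p = 8.40e-08) from edgeR. Of 75 potassium channel genes 7 were higher and 60 lower in edgeR (61 lower adjusted over the list alone), of 14 sodium channel genes none and 11 (14 lower adjusted over the list alone), and of 20 calcium channel genes 1 and 11 (the same counts adjusted over the list alone). Scn10a went from 232 ± 34.5 CPM in other neurons to 45.2 ± 14.9 in CIP-like neurons (log2 fold change -2.38, standard error 0.10, adjusted p = 2.07e-07 from edgeR), and Scn11a, Nav1.9 of nociceptors, from 193 ± 46.7 to 34.5 ± 19.3 (-2.54, standard error 0.14, adjusted p = 8.36e-07). Scn9a had -0.92 (standard error 0.09, adjusted p = 2.61e-05) from edgeR. Camera in limma with a preset correlation gave adjusted p-values of 1.38e-12 for the potassium and 2.43e-11 for the sodium channels, and with an estimated correlation p-values of 0.0649 and 0.0856.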

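Trpv1, the capsaicin receptor, was at 65.3 ± 0.438 CPM in CIP-like and 131 ± 9.55 CPM in other neurons (SD, n = 2 libraries), a log2 fold change of -1.0 (standard error 0.08, adjusted p = 5.31e-06) from edgeR. Trpa1, a receptor for irritants, was at 12.8 ± 8.56 and 31.8 ± 2.16 CPM (log2 fold change -1.33, standard error 0.23, adjusted p = 0.000942 from edgeR). Trpa1 lost its call with DESeq2 (adjusted p = 0.0507) and had a log2 fold change of -0.75 with 1 CIP-like sum, without CCI replicate 2 (adjusted p = 0.0661 from edgeR). Of 17 TRP channel genes 2 were higher and 12 lower in edgeR (13 lower adjusted over the list alone). Between conditions, over all neurons, neither passed edgeR's test, with -0.09 (standard error 0.17, adjusted p = 0.839) for Trpv1 and -0.23 (standard error 0.20, adjusted p = 0.603) for Trpa1.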

### Pivotal regulons and gene regulatory networks in CIP

SCENIC analysis was applied to identify the key regulons and construct GRNs of CIP. The binary regulon activity matrix revealed that 6 TFs, namely, *Atf3*, *Bach1*, *Nfil3*, *Stat5a* , *Sox9* and *Vax2*, were CIP-specific regulons ( Figure 4A). 

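Regulon activity was not computed here, and the mRNA levels of the transcription factors were compared in its place. Sox9, a factor of glia and progenitors, was at 24.7 ± 3.24 CPM in CIP-like and 3.13 ± 0.381 CPM in other neurons (SD, n = 2 libraries; log2 fold change 2.95, standard error 0.14, adjusted p = 3.41e-07 from edgeR). Bach1, a repressor of heme and oxidative stress genes, was higher by 2.18 (standard error 0.10, adjusted p = 2.68e-07), Nfil3, a factor of the circadian and immune response, by 1.92 (standard error 0.08, adjusted p = 2.06e-07), and Stat5a, a factor of cytokine signalling, by 2.53 (standard error 0.13, adjusted p = 4.37e-07) in edgeR. Vax2, a factor of eye development, was near 0, with 0.512 ± 0.0314 and 0.00752 ± 0.0106 CPM, so no fold is given. Atf3 named the clusters, so its difference is no result of the test. Of the 10 factors that the paper names, 8 were higher and none was lower in edgeR, Atf3 included. Camera in limma with a preset correlation gave an adjusted p of 1.20e-11, and p = 0.0856 with an estimated correlation, on a list that the study chose on these samples.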

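Phox2a, a factor of autonomic neurons, was at 16.4 ± 1.21 CPM in CIP-like and 0.791 ± 0.694 CPM in other neurons (SD, n = 2 libraries; log2 fold change 4.55, standard error 0.32, adjusted p = 3.20e-06 from edgeR). Irf8 and Spi1, factors of macrophages, were low in both groups and did not pass edgeR's test. Irf8 was at 0.432 ± 0.379 and 0.338 ± 0.202 CPM (adjusted p = 0.712) and Spi1 at 0.406 ± 0.515 and 0.164 ± 0.189 CPM (adjusted p = 0.134). Spi1 passed edgeR's test with clusters made without integration (adjusted p = 0.0339).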

Other TFs, including *Irf8*, *Spi1*, *Sox11*, *Phox2a*, and *Sox9*, were also positively activated in CIP. However, *Spi1* was also strongly activated in PEP1/PEP2. *Irf8*, *Sox11* and *Phox2a* were slightly activated in PEP1/PEP2, and *Sox9* was positively activated in NF4 ( Figure 4A). We constructed GRNs for 6 CIP-specific regulons and observed that these TFs collectively regulated the genes *Csf1*, *Tnfrsf12a*, *Igfbp3*, *Gpr151*, and *Fgf3* ( Figure 4B).

**Figure 4:**
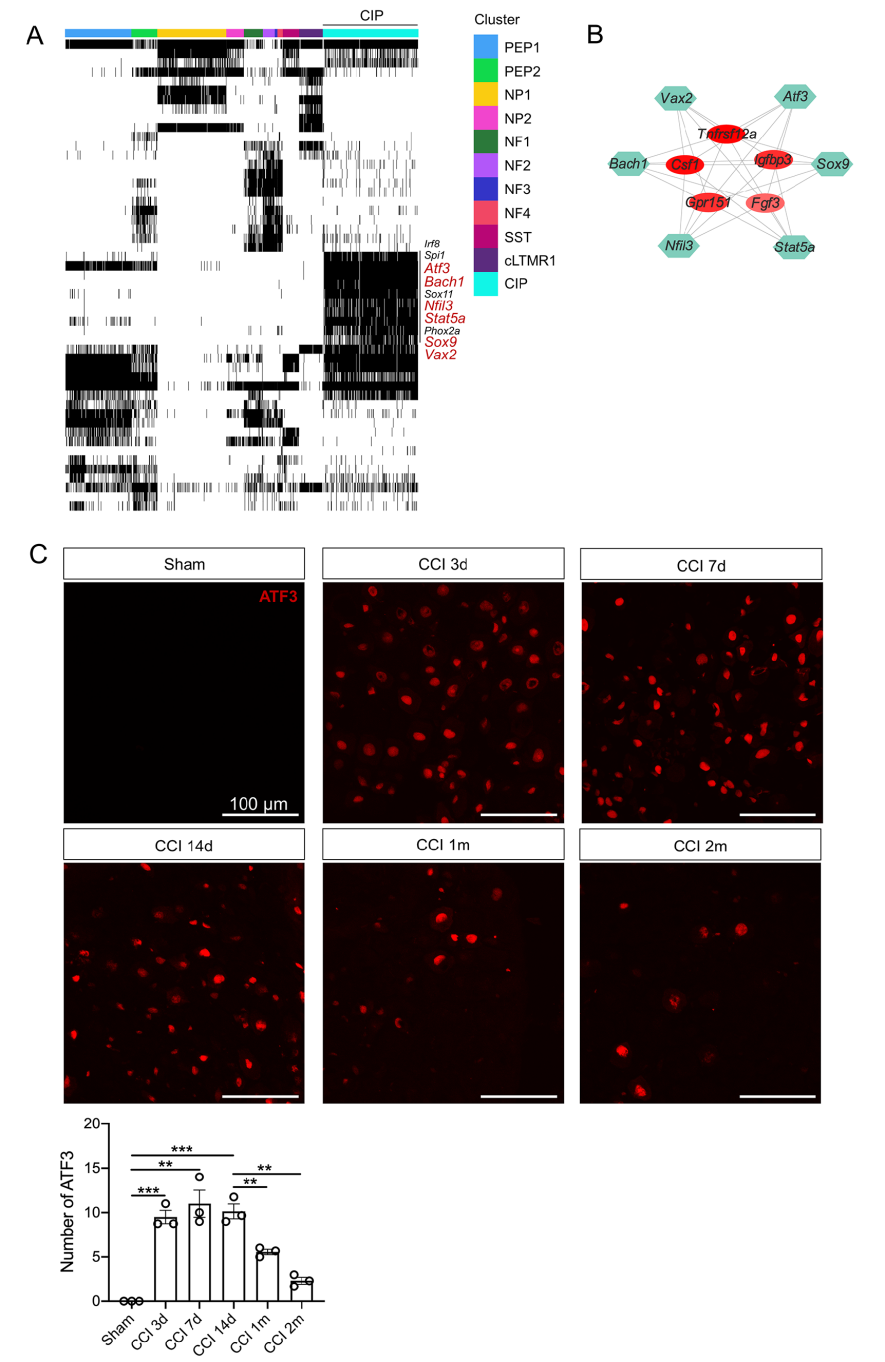
Figure 4 The regulons and GRNs of CIP neurons are related to nerve regeneration (A) The binary heatmap showing the activity of inferred TFs across neuronal subpopulations. (B) GRNs of the CIP-specific regulons Atf3, Bach1, Nfil3, Stat5a, Sox9 and Vax2. (C) Immunofluorescence images of L4–L5 DRGs from sham mice and CCI mice at different injury time points (3 mice per group) stained with an anti-ATF3 antibody. Scale bar: 100 μm. Data are shown as the mean ± SEM. ** P < 0.01, ***P < 0.001.

Next, we performed immunofluorescence staining for ATF3 in DRGs from sham mice and CCI mice at 3 d, 7 d, 14 d, 1 month, and 2 months. Immunohistochemistry suggested that ATF3 expression significantly increased as early as 3 d after CCI and gradually decreased beginning 1 month after CCI ( Figure 4C). A previous study reported that in rodent models of nerve regeneration, the capacity of chronically denervated distal stumps to support axonal outgrowth is compromised by 8 weeks post-injury and becomes virtually non-existent by 6 months [31]. The time course of the changes in ATF3 expression paralleled the capacity of denervated distal stumps to support axonal outgrowth. These results indicated that CIP neurons may play a key role in nerve regeneration post-CCI.

### Inference and visualization of intercellular communications of CIP

CellChat was used to identify significant communications of CIP. The circle plot provided an overview of the inferred intercellular communication network between cell groups ( Figure 5A). According to the interaction number plot of CIP, CIP was closely linked to endothelial cells, SGCs, and fibroblasts. Furthermore, in the interaction strength plot of CIP, CIP was connected to SGCs, immune cells, endothelial cells, *etc*., while the interaction strength of CIP-SGCs was significantly greater than that of other neuronal subtypes, suggesting a strong connection between CIP and SGCs ( Figure 5B).

**Figure 5:**
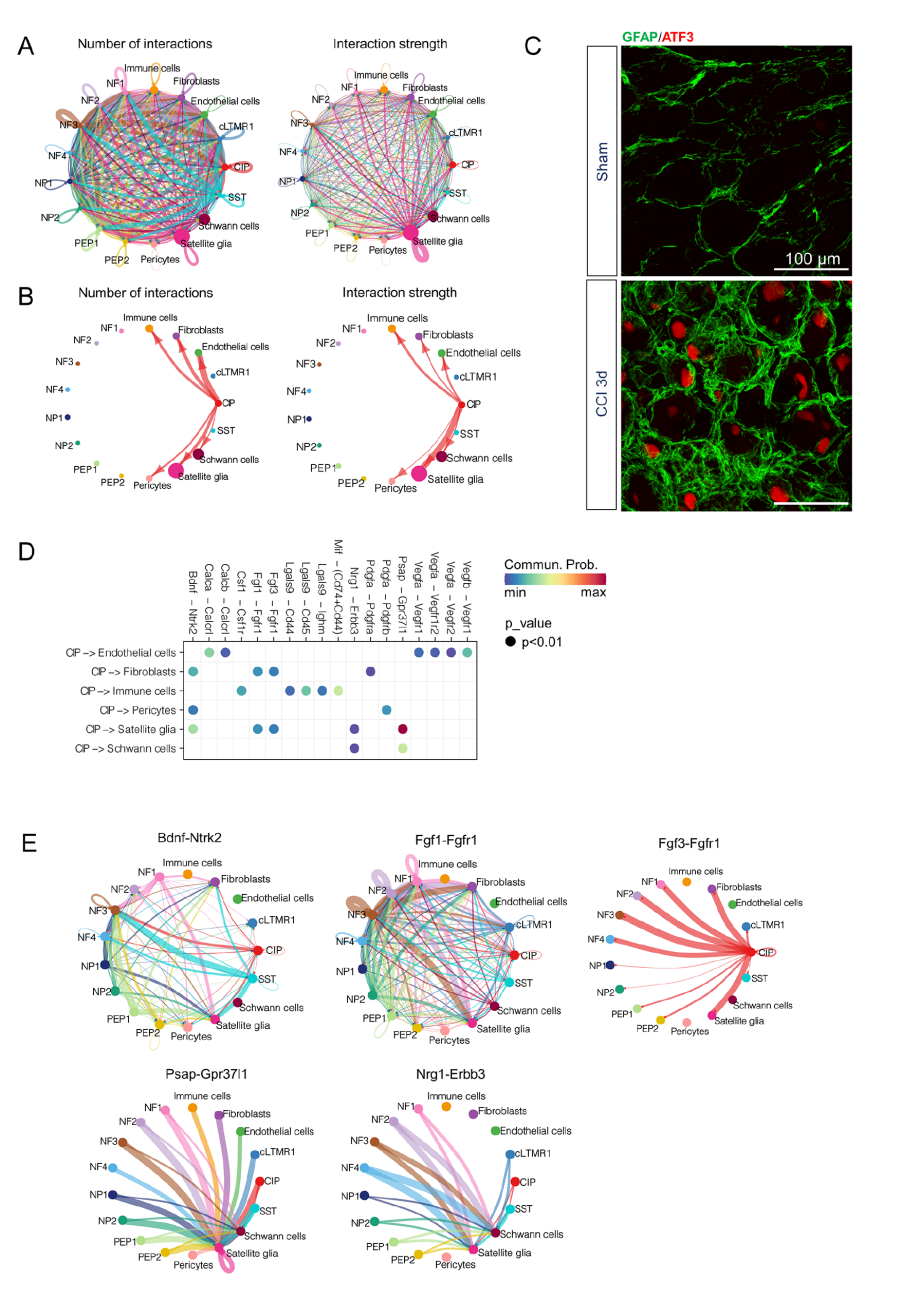
Figure 5 Intercellular communication between CIP and other cell types (A) Number/strength of intercellular communication networks among clusters. Nodes, cell clusters; node size, cell counts; edge width, numbers/strength of interaction. (B) Intercellular communication network showing the number/strength of interactions between CIP and nonneuronal clusters. (C) Immunofluorescence images of L4–L5 DRGs from sham mice and CCI mice stained with antibodies against ATF3 and GFAP. Scale bar: 100 μm. (D) Dot plot showing the probabilities of ligand-receptor pair interactions with significant changes (P < 0.01) when CIPs are sender cells. Commun. Prob, communication probability. The communication probability here equals the interaction strength. The dot color represents the communication probability, and the dot size represents the computed P value. (E) Representative cell-cell communications transmitted from CIP.

SGCs have been highlighted for their significant roles in the process of axonal regeneration following nerve injury in previous studies [ 32, 33]. GFAP is a marker of SGC activation [34]. Immunohistochemical staining for GFAP revealed significantly greater activation of SGCs in the DRGs of mice 3 days post-CCI than in those of sham-operated mice, while activated SGCs tightly encased ATF3 ^+^ neurons ( Figure 5C). However, how distant axon injury activates SGCs in the DRG and promotes transcriptomic changes to facilitate axonal regeneration in SGCs is still unclear. DRG neuronal somas can communicate with SGCs through ligand-receptor connections induced by soma-released transmitters [35]. GO analysis also suggested that SGCs exhibited an increased response to extracellular biological information ( Supplementary Figure S4). 

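In satellite glia no gene of 13090 passed edgeR's test, while 378 had an unadjusted p under 0.05 and DESeq2 called 28. On simulated data edgeR recovered 4% of 2-fold and 64% of 4-fold changes in these cells. The lack of calls therefore does not show that genes were unchanged. DESeq2 called 56 unchanged genes in that simulation, so genes that passed with DESeq2 alone are uncertain. GO terms were not computed here. Gfap, an intermediate filament of reactive glia, went from 0.64 ± 0.208 to 14.6 ± 9.83 CPM (SD, n = 2 libraries) and passed with DESeq2 (adjusted p = 3.89e-05). C4b, a complement gene, went from 67.0 ± 0.877 to 243 ± 7.28 CPM (1.86, standard error 0.17, adjusted p = 0.473 from edgeR, and 6.38e-15 with DESeq2). Glul, the glutamine synthetase of satellite glia, had -1.19 (standard error 0.24, adjusted p = 0.997) from edgeR, and passed with DESeq2 (adjusted p = 0.00577). Sprr1a, a neuronal injury gene, had 7.25 (standard error 0.28, adjusted p = 0.0535) from edgeR. It passed with the stricter filter on cells (0.0280), with clusters made without integration (0.0305) and with no filter on low counts (0.000278). It also passed with DESeq2 (1.79e-32), at thinned depth (0.0488) and without CON replicate 1 (0.0157). With the replicate number as a block its edgeR adjusted p was 0.0350, though nothing in the labels pairs the libraries. Of 11 glial activation genes none passed, and 3 were higher adjusted over the list alone; camera in limma gave an adjusted p of 3.45e-09 with a preset and p = 0.060 with an estimated correlation. None of 12 satellite glia identity genes passed over all genes or adjusted over the list alone. Neuron markers were counted in these cells too. The median log2 ratio of neuron marker levels in glia to those in neurons was -2.19 and -5.55 in the CON libraries and -2.15 and -3.49 in the CCI libraries. Without CON replicate 1, 4 genes passed.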

To identify the specific ligands or receptors involved in this communication, the L-R pairs between CIP and other cells were examined when CIP served as the signaling source. The L-R pairs with the most pronounced changes ( *P* value<0.01) were displayed ( Figure 5D). 

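CellChat was not computed here, and the levels of ligands in CIP-like neurons and of their receptors in satellite glia were compared in its place, before TMM scaling. Psap, the precursor of a glial survival factor, was at 734 ± 29.3 CPM in CIP-like neurons of the CCI libraries and 747 ± 58.9 CPM in other neurons (SD, n = 2 libraries), and its receptor Gpr37l1 at 949 ± 83.3 CPM in satellite glia. Bdnf, a neurotrophin, was at 64.8 ± 3.77 CPM in CIP-like and 225 ± 23.6 CPM in other neurons, and its receptor Ntrk2 at 698 ± 7.50 CPM in satellite glia. Bdnf was lower in CIP-like neurons by edgeR (-1.59, standard error 0.08, adjusted p = 4.52e-07). With 1 CIP-like sum and other neurons of CON added, its log2 fold change was -0.96 without CCI replicate 1 (edgeR adjusted p = 0.253) and -0.93 without CCI replicate 2 (0.180). Fgf1 and Nrg1, a ligand of ErbB receptors, were lower in CIP-like neurons too, with log2 fold changes of -2.27 (standard error 0.16, adjusted p = 2.74e-06) and -1.34 (standard error 0.08, adjusted p = 1.46e-06) from edgeR. Erbb3, a receptor of Nrg1, was at 145 ± 25.3 CPM in satellite glia.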

The analysis indicated that CIP may communicate with SGC via several L-R pairs, including *Psap*- *Grp37l1*, *Bdnf*- *Ntrk2*, *Fgf3*- *Fgfr1* , *Fgf1*- *Fgfr1*, and *Nrg1-Erbb3* ( Figure 5D). Furthermore, by examining the interconnections of these five signaling pathways among all cell types, we observed that only *Fgf3-Fgfr1* was specifically sent from CIP neurons and was primarily transmitted to SGCs ( Figure 5E).

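Fgf3 was carried mainly by CIP-like neurons, with 73.9 ± 1.40% of their cells holding a UMI at 63.4 ± 8.91 CPM before TMM scaling, against 4.37 ± 1.38 CPM and 8.61 ± 2.38% of cells in other CCI neurons (SD, n = 2 libraries). In other neurons of CON no Fgf3 UMI was counted, in 0 of 1110 and 0 of 309 cells, which leaves room for up to 0.332% and 1.19% of cells with a UMI (95% exact binomial bounds). The 6 other cell types of CCI held 2.52 to 7.46 CPM on average, with a UMI in 1.18 to 2.55% of cells, lowest in satellite glia (2.52 ± 2.96 CPM) and highest in immune cells (7.46 ± 7.83 CPM). Fgfr1, a receptor for fibroblast growth factors, was at 257 ± 10.5 CPM in satellite glia of CCI and 327 ± 29.1 CPM in CON, and at 232 ± 0.931 CPM in fibroblasts of CCI, so satellite glia were not its sole carriers. In satellite glia Fgfr1 did not pass edgeR's test (-0.26, standard error 0.19, adjusted p = 0.997). From the restriction of this pair in its inferred network, the paper states that Fgf3 goes from CIP neurons mainly to satellite glia.

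**Figure D5:**
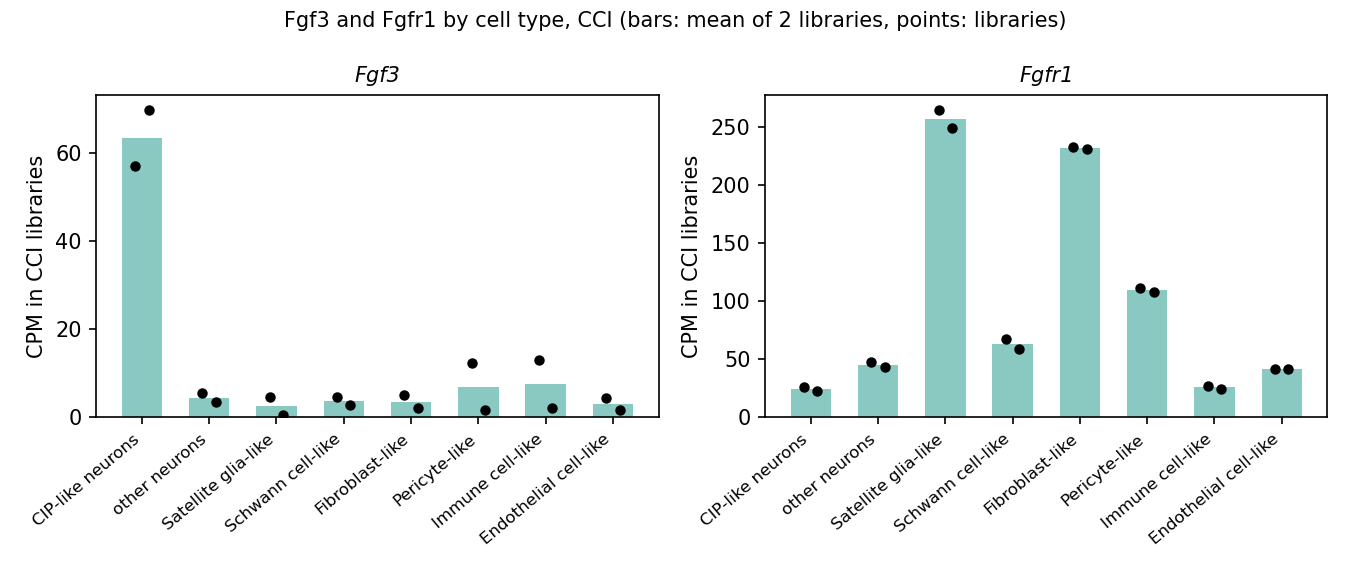
Levels of Fgf3 and Fgfr1 (CPM, y axis) by cell type (x axis) in the 2 CCI libraries; bars are means of 2 libraries and points single libraries. Fgf3 is highest in CIP-like neurons, at 63.4 CPM in CCI.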

## Discussion

Chronic constriction of the peripheral nerve is a common type of nerve injury that triggers a series of cellular and molecular responses, leading to the conversion of mature sensory neurons into actively developing cells [16]. Nerve regeneration-related events play a significant and predominant role in transcriptional reprogramming [9]. In this study, we utilized 10× scRNA-seq to generate a comprehensive cell atlas of DRGs from CON and CCI 3d mice, aiming to investigate the transcriptomic changes in neurons and gain comprehensive mechanistic insights into the cell type-specific progress of nerve regeneration. Herein, we identified a group of novel nerve regeneration-related CIP neurons and clarified their special transcriptomic characteristics. Additionally, the GRNs of the CIP were identified. Finally, we used the CellChat database to construct intercellular communication networks of CIP and suggested that *Fgf3-Fgfr1* signaling is specifically sent from CIP neurons and strongly transmitted to SGCs.

Due to the regenerative characteristics of peripheral neurons, extensive sequencing studies have been conducted on DRG neurons in the past to generate deeper insights into the reinnervation process. Bulk RNA-seq of DRG tissues revealed significant transcriptomic changes following nerve injury [ 16, 36, 37]. However, transcriptomic reprogramming that occurs in specific cell subtypes can not be discerned because dissociated DRG tissue comprises a mixture of different neuronal subtypes and nonneuronal cells. Recently, through the utilization of snRNA-seq, Renthal *et al*. [9] revealed the neuronal transcriptional program that is activated in response to axonal regeneration under peripheral axotomy. However, snRNA-seq exclusively captures RNA within the nucleus, resulting in a loss of transcriptomic information in the cytoplasm and the use of cell dissociation procedures that themselves induce injury-like and immediate early gene responses. Furthermore, scRNA-seq was recently also conducted to study specific alterations in gene expression within distinct DRG cell subtypes after nerve injury [ 14, 29], revealing subtype-specific perturbations in gene expression in the DRG following nerve injury. Nevertheless, these studies overlooked the crucial role that nonneuronal cells play in axon regeneration. The regeneration of axons in peripheral nerves is not cell autonomous, and the regenerative capacity of peripheral somatosensory neurons relies on the extracellular environment [38]. In this study, we used the CCI as a neuropathic pain model to not only identify a reinnervation-associated CIP neuronal subtype and its inferred gene regulatory networks but also construct cellular communication networks of the CIP and revealed its receptor‒ligand pairs for transmitting signals to other cells.

Our study suggested that bulk transcriptomic changes in mouse DRG neurons upon CCI were similar to previous sequencing reports for neurons from DRGs following various kinds of nerve injury, such as spared nerve injury (SNI) [14], spinal nerve transection, sciatic nerve transection+ligation (ScNT) and sciatic crush [9]; downregulated genes related to neuronal activity, such as those encoding ion channels ( *e*. *g*., *Scn9a*, *Scn10a*, *Scn11a*, *Kcna2*, *Kcnb1* and *Kcnb2*); and downregulated genes involved in neuronal maintenance; upregulated TFs ( *e*. *g*., *Atf3*, and *Sprr1a*) and proteins ( *e*. *g*., *Fgf3*, *Gpr151*, *Flrt3*, and *Gap43*) associated with growth promotion [16] ( Figure 2A). The structure and function of voltage-gated sodium/potassium channels play a critical role in pain transmission [ 39, 40]. For example, a gain of function in the mutations Na _v_1.7, Na _v_1.8, and Na _v_1.9 (encoded by *Scn9n*, *Scn10n*, and *Scn11n*, respectively) renders DRG neurons hyperexcitable and causes peripheral neuropathic pain [ 41– 43]. In addition, dysfunction of potassium channels is related to a hyperexcitable phenotype [44]. GO analysis indicated that the DEGs upregulated in neurons after CCI were enriched mainly for regeneration-related terms, *e.g*., nervous system development, microtubule cytoskeleton organization, and neuron projection organization ( Figure 2C). The downregulated DEGs were significantly related to peripheral stimulus and signal transduction, including protein localization to the plasma membrane, ion transmembrane transport, and synaptic vesicle exocytosis ( Figure 2D). Furthermore, we validated the expressions of DEGs in neurons after CCI by RT-PCR, based on the scRNA-seq data ( Figure 2B). The RT-PCR results were consistent with the results of the scRNA-seq analysis. However, *Cacna2d1* exhibited significantly increased expression in the scRNA-seq data under CCI, with no significant change in the PCR results ( Figure 2 A,B). *Cacna2d1* encodes the voltage-dependent calcium channel subunit alpha-2/delta-1 (α2δ-1). A previous study reported that DRG neurons exhibit an increase in the expression level of α2δ-1 after peripheral axotomy and play a role in neuropathic pain [45]. Further exploration is needed to investigate the unique gene expression patterns among different nerve injuries, which will contribute to the study of distinct molecular mechanisms involved in nerve regeneration.

Our analysis identified 7 cell types ( Figure 1B) and classified neurons into 11 subtypes ( Figure 1E) according to the expression of canonical DRG markers ( Figure 1C,F) [15]. Eleven neuronal subtypes were evenly distributed according to the UMAP plot ( Figure 1D,E). In this study, we observed a novel regeneration-associated neuron type following CCI, namely, CIP ( *Atf3* ^+^) neurons, and identified their transcriptomic characteristics and intercellular communication. *Atf3*, a TF that was demonstrated to be necessary for nerve injury-induced transcriptional reprogramming, axonal regeneration and sensory recovery following injury [ 46, 47], was significantly induced following CCI ( Figure 4C). In addition, the top 20 DEGs of CIP included RAGs that are important for nerve regeneration, such as *Gpr151* , *Flrt3*, *Gadd45a*, and *Spprr1a* ( Figure 3A). In addition, we observed that some functional genes related to nerve regeneration were specifically expressed in the CIP ( Figure 3C). The expression of *Tnfrsf12a*, a weak tumor necrosis-like inducer of apoptosis receptors, was upregulated after peripheral nerve damage and promoted neurite outgrowth [25]. *Csf1* was enriched in the inflammatory response associated with pathological pain. A previous study reported that *Csf1* supported axonal revival and myelin sheath reconstruction after injury to the central nervous system (CNS) [48]. Moreover, whether *Csf1* plays a role in nerve regeneration after peripheral nerve injury is controversial, and further research is needed [49]. Moreover, *Gpr151* expression is strongly increased after nerve injury and is known to upregulate the expression of *Csf1* [50]. The fasciclin family extracellular matrix protein *Tgfbi* is required for embryogenesis [51]. *Igfbp3*, an insulin-like growth factor (IGF)-binding protein 3, enhances the survival of neurons by regulating the effects of IGFs [ 52, 53]. Interestingly, CIP was associated with increased levels of potassium channels ( *Kcnmb4* and *Kcnk16*) and decreased levels of sodium channels ( *Scn9a*, *Scn10a*, and *Scn11a*), which could protect CIP-self from hyperexcitability. This may be necessary for transcribing genes essential for nerve regeneration at a sufficient scale.

The enrichment analysis suggested that the top 20 biological processes significantly enriched in the CIP were involved in nerve regeneration, including “nervous system development”, “actin cytoskeleton organization”, “neuron projection development”, “axon guidance”, “actin filament organization”, and “neuron projection morphogenesis”. Furthermore, we conducted pathway enrichment analysis of CIP to explore the mechanisms of regrowth. The top 20 terms included “regulation of actin cytoskeleton” and “gap junction”. The actin cytoskeleton has been reported to play a key role in promoting axonal regrowth [54]. Additionally, the number of gap junctions between neurons and nonneuronal cells increases following axonal injury [ 55, 56], suggesting that intercellular communication between CIP and other cells may contribute to nerve regeneration.

According to the binary heatmap of regulon activity, we discovered that 6 TFs ( *Atf3*, *Bach1*, *Nfil3*, *Stat5a* , *Sox9* and *Vax2*) exhibited specific activation in CIP and regulated the significant DEGs of CIP, including *Fgf*3, *Csf1*, *Tnfrsf12a*, *Igfbp3*, and *Gpr151*. In addition, the temporal pattern of changes in ATF3 expression was closely correlated with axonal outgrowth, which may also suggest that CIP plays a critical role in nerve regeneration.

Next, we conducted cellular communication analysis of CIP to gain valuable insights into the mechanism of nerve regeneration in CIP and found that there was a close link between CIP and SGCs in comparison to other nonneuronal cells. In the DRG, SGCs promote nerve regeneration through multiple mechanisms after injury. For example, nerve injury-induced peroxisome proliferator-activated receptor (PPARα) signaling downstream of fatty acid synthase (FASN) in SGCs contributes to orchestrating nerve regeneration [33]. In addition, vimentin activity in SGCs determines the expression of neural intermediate filaments (IFs) that participate in axonal regeneration in DRG neurons following axon injury [57]. GO analysis also indicated that SGCs were enriched in genes related to “regulation of cell population proliferation”, “axon regeneration” and “cellular response to fibroblast growth factor stimulus” under CCI ( Supplementary Figure S4). However, how nerve injuries at distant axons activate the nerve regeneration-associated transcriptome program of SGCs in the DRG remains largely unknown. Neuronal somas in the DRG can communicate with SGCs through the activation of receptors induced by soma-released transmitters [35]. GO analysis indicated that CIP was involved in gap junction signaling ( Figure 3B). In addition, ATF3 ^+^ neurons were shown to be encased by activated SGCs ( Figure 5C). Hence, we hypothesize that CIP may activate SGCs to promote nerve regeneration.

We found that CIP can send signaling to SGCs mainly *via* *Psap* - *Grp37l1* and *Fgf3*- *Fgfr1*. *Psap*- *Grp37l1* was the strongest signaling pathway from CIP to SGCs and was also involved in the interaction between other neuronal subtypes and SGCs. *Fgf3*- *Fgfr1* was shown to be specifically transmitted from CIP. Hence, we hypothesize that CIP may specifically activate SGCs *via* *Fgf3*- *Fgfr1* to facilitate axonal regrowth.

However, there were some limitations in the present study. The methodological approaches used in our study were not comprehensive enough. Further cellular experiments and animal models are needed to confirm the role of CIP neurons in promoting nerve regeneration postinjury. Additionally, we need to validate whether CIP neurons can influence the activation of SGCs through the *Fgf3*- *Fgfr1* pathway. We aimed to identify novel targets for promoting nerve regeneration through further cellular and animal experiments.

In summary, this study elucidated the single-cell transcriptomic changes in somatosensory neurons following peripheral nerve injury, identified a novel type of CIP in neurons, and investigated the transcriptomics, regulons and cellular communication of this novel type of neuron. In addition, *Fgf3*- *Fgfr1* signaling was inferred to be the specific pathway transmitted by CIP to facilitate pro-regeneration-associated transcriptional changes in SGCs. Thus, this study advances the current understanding of peripheral nerve regeneration, which can be a resource for developing regenerative therapies.

## Supporting information

24273Supplementary_figure_legends-20241029

Supplementary_Table_S1

## Supplementary Data

Supplementary Data is available at *Acta Biochimica et Biophysica Sinica* online.

# Supplementary material for: The peripheral Atf3 + neuronal population is responsible for nerve regeneration at the early stage of nerve injury revealed by single-cell RNA sequencing : Peripheral Atf3 + neuronal population is responsible for nerve regeneration
**Source:** Acta Biochim Biophys Sin (Shanghai). 2024 Nov 13;57(3):424–36. doi: 10.3724/abbs.2024169
**Supplement:** 24273Supplementary_figure_legends-20241029

**
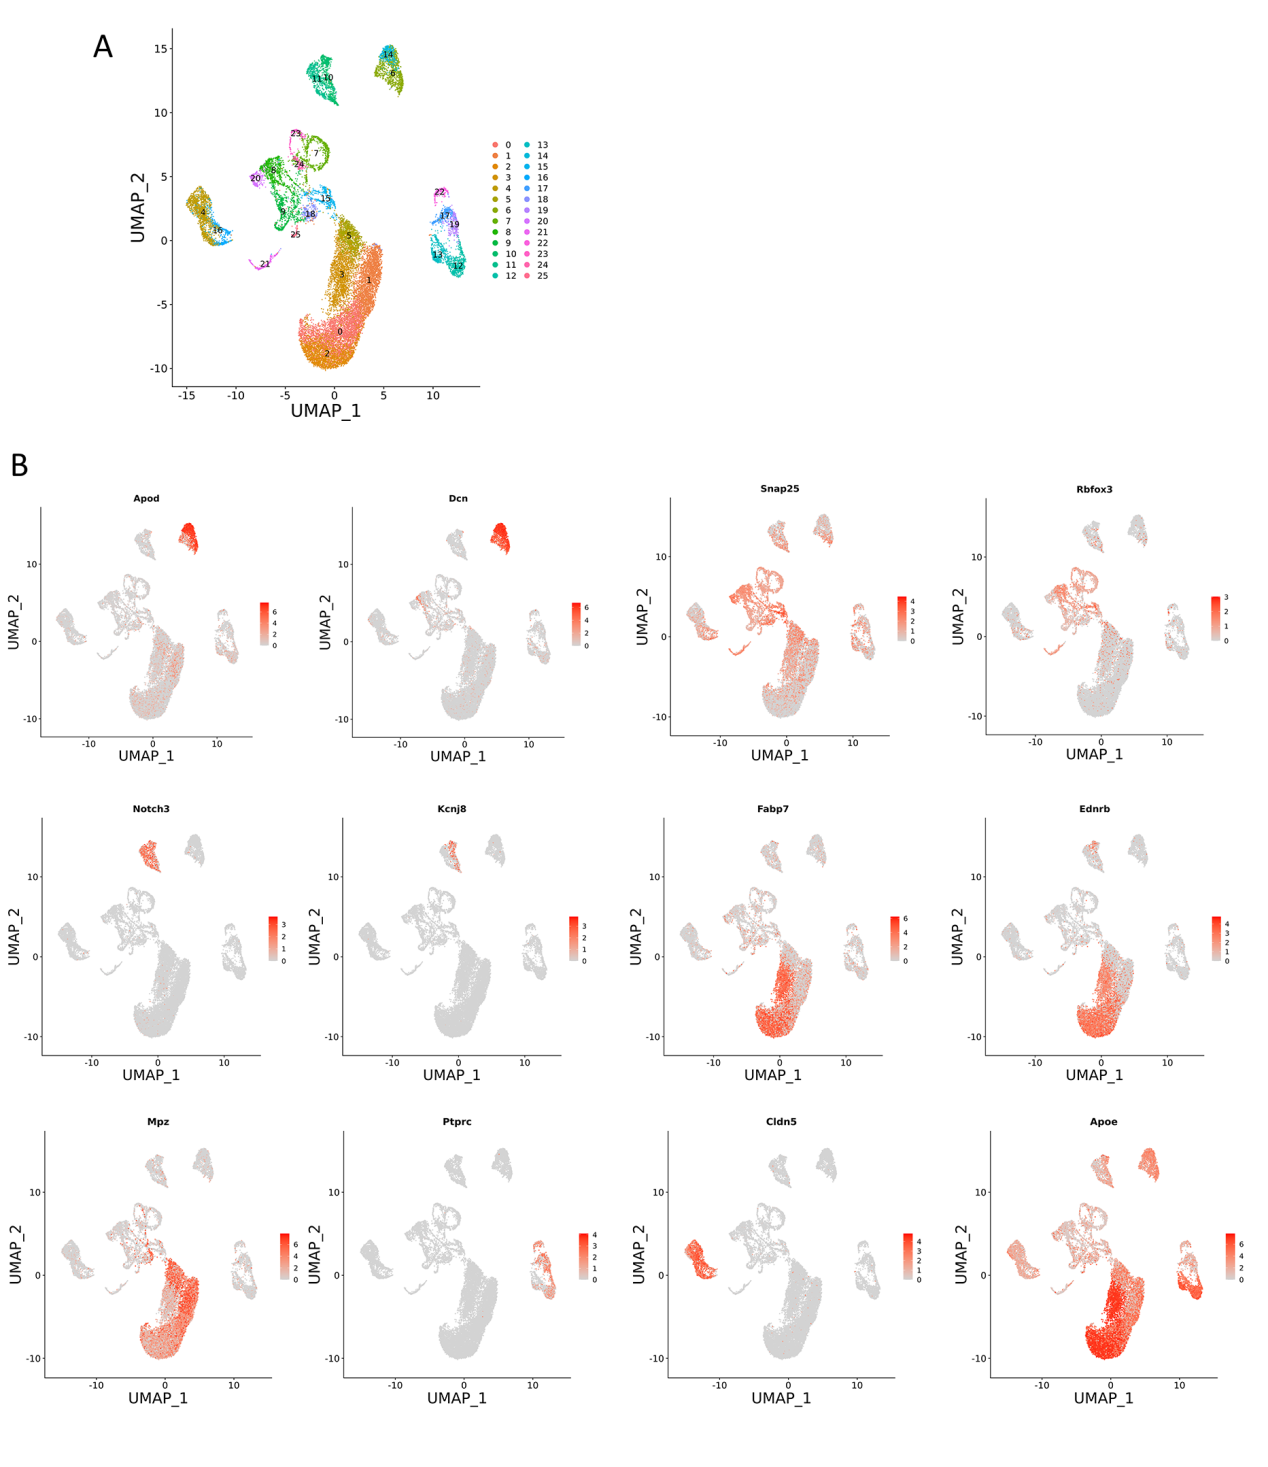
**

**Supplementary Figure S1. DRG cell types identification** (A) Preliminary DRG cell cluster results using a graph-based cluster method (resolution=0.8). (B) Feature heatmap showing the expression patterns of cell type-specific marker genes in all cell types. The color represents expression level.

**
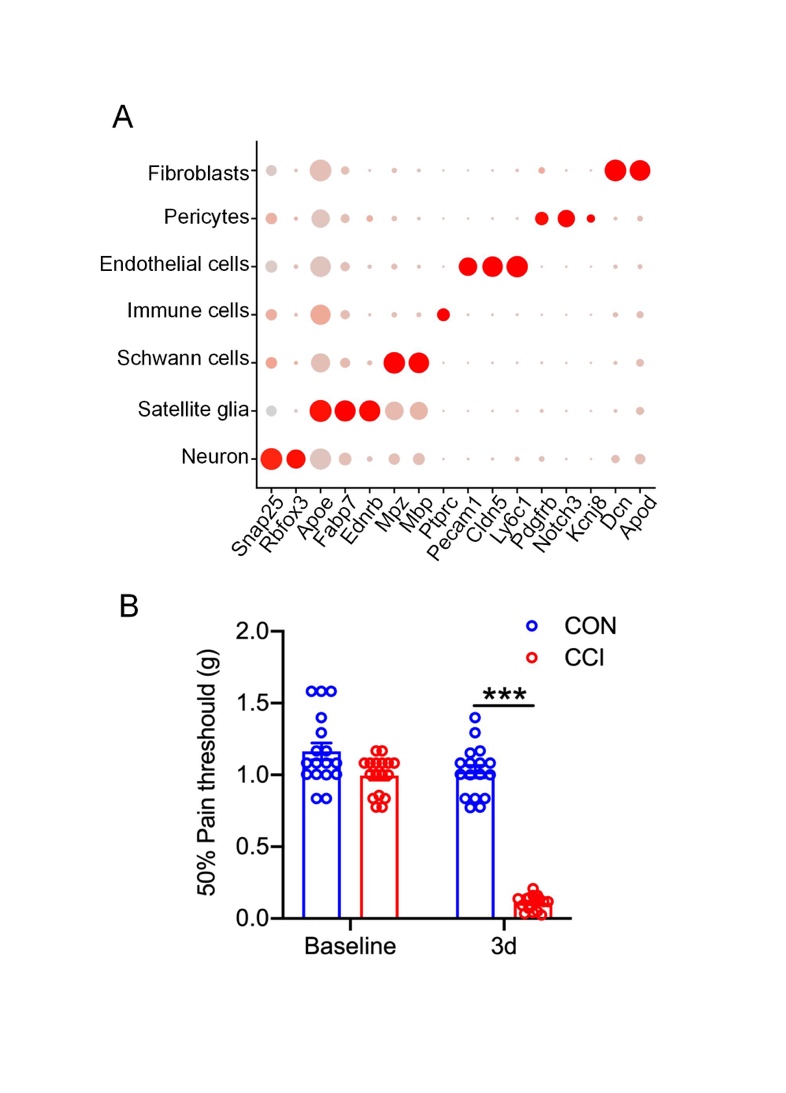
**

**Supplementary Figure S2. Decreased paw withdrawal threshold in CCI mice and the marker genes of DRG cells** (A) The marker genes of DRG cells. (B) Mechanical hypersensitivity 50% threshold of CON mice and day 3 post-CCI. 17 mice per group. ****P*<0.001; unpaired *t*-test. Data are presented as the mean ± SEM.

**
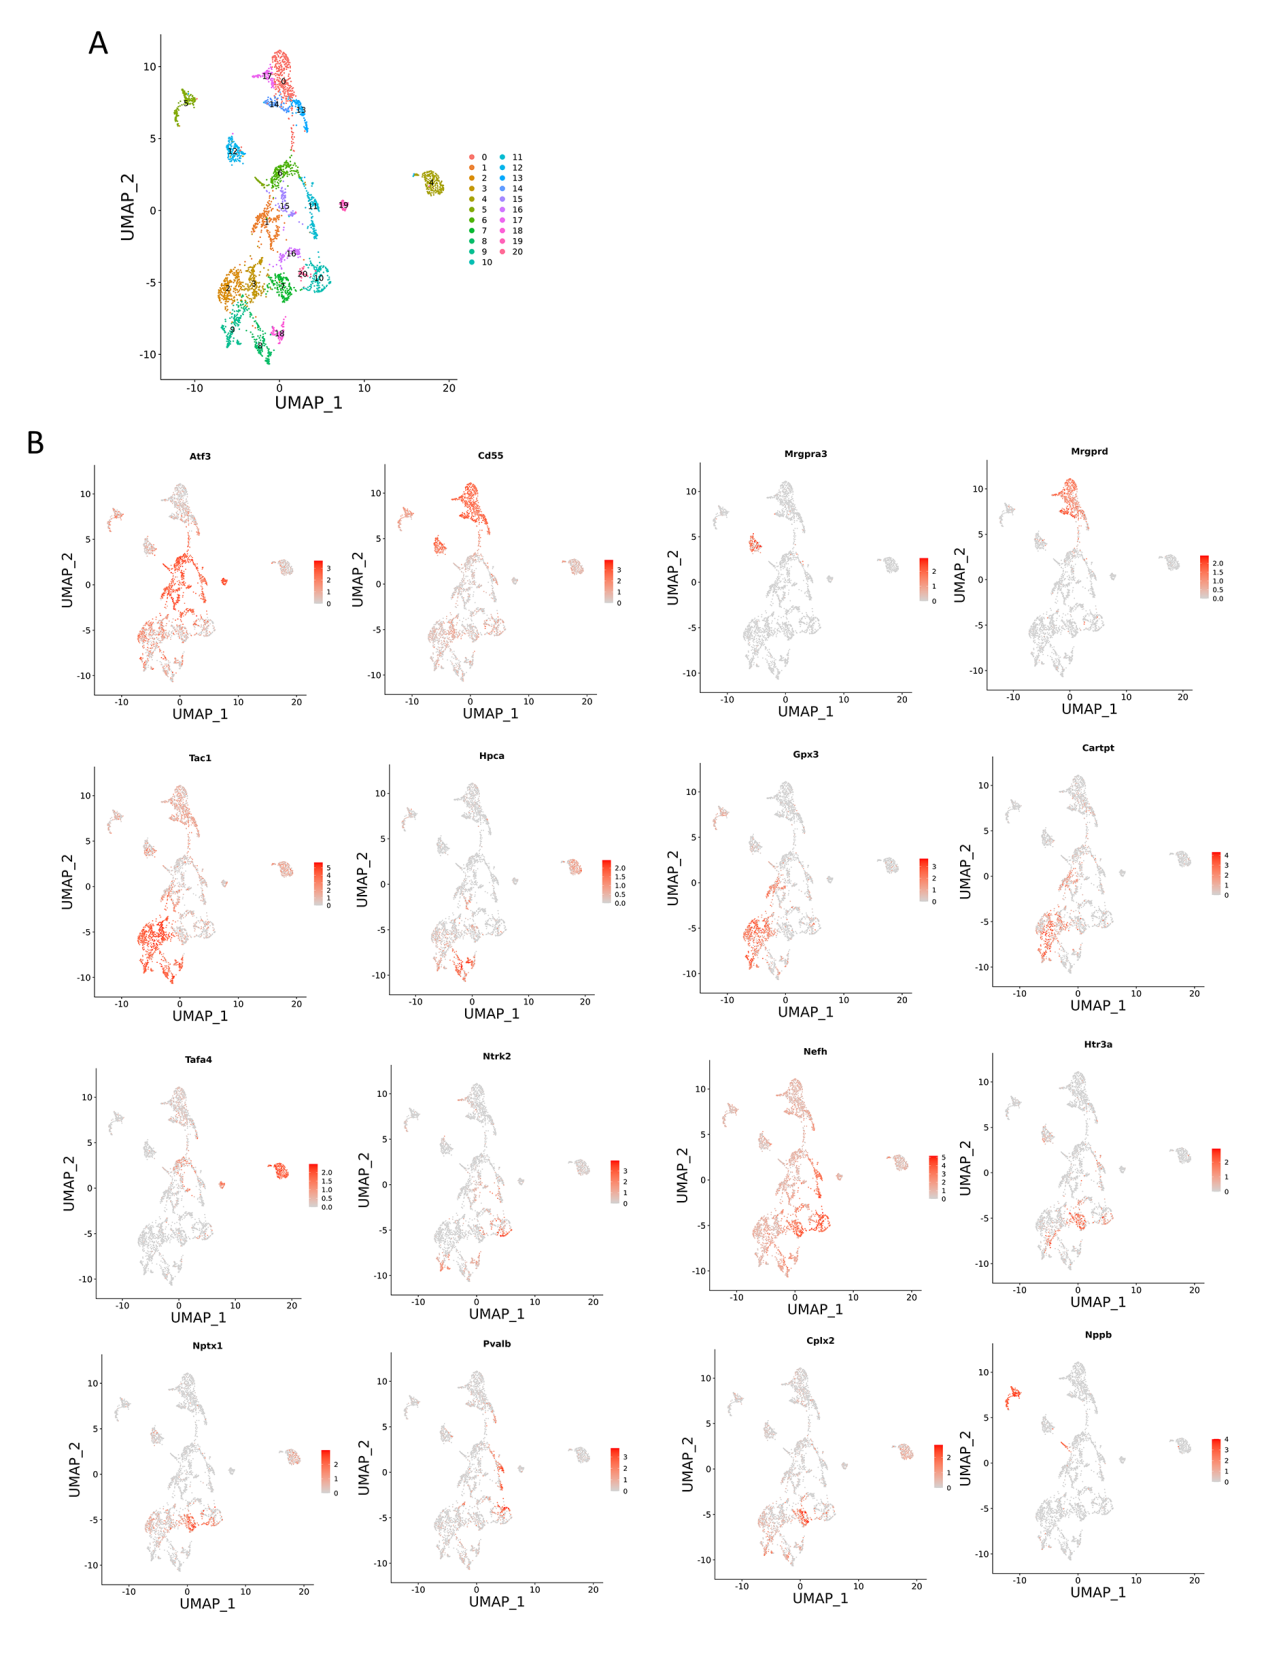
**

**Supplementary Figure S3. DRG neuronal subtypes identification** (A) Preliminary DRG neuronal subcluster results using a graph-based cluster method (resolution=0.8). (B) Feature heatmap showing the expression patterns of neuronal subtype-specific marker genes in all neuronal subtypes. The color represents expression level

**
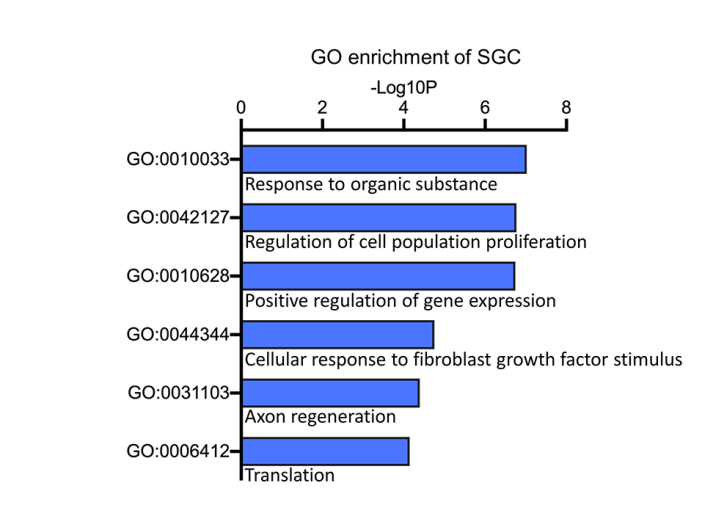
**

**Supplementary Figure S4. GO enrichment terms of BPs of DEGs in SGCs under CCI** Bar plot showing GO enrichment terms of BPs of DEGs in SGCs under CCI (*P*<0.001)

# Supplementary material for: The peripheral Atf3 + neuronal population is responsible for nerve regeneration at the early stage of nerve injury revealed by single-cell RNA sequencing : Peripheral Atf3 + neuronal population is responsible for nerve regeneration
**Source:** Acta Biochim Biophys Sin (Shanghai). 2024 Nov 13;57(3):424–36. doi: 10.3724/abbs.2024169
**Supplement:** Supplementary_Table_S1

**Supplementary Table S1. Sequences of primers used in this study**

How the deposited data were processed for this re-analysis (not part of the article)

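Droplet counts from dissociated L4 and L5 DRGs of CON mice and of mice 3 d after CCI were used, 2 libraries per group. The authors trimmed the reads with fastp and aligned them to mm10 with Cell Ranger, and the matrices hold whole UMI counts of 31253 genes per barcode. The authors' downsampling and cell filter come after these matrices. Kept cells held a median of 2508, 8352, 3675 and 4552 UMIs in CON replicates 1 and 2 and CCI replicates 1 and 2, and a count of 0 leaves room for up to 3 UMIs.

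Barcodes with more than 500 genes and under 20% mitochondrial UMIs were kept, and 13 mitochondrial genes were then removed, as in the paper. Libraries were normalized with sctransform 0.4.2 and integrated by anchors in Seurat 5.3.0 under R 4.3.3, with 2000 integration features, 10 principal components and resolution 0.8. A cluster took a name when at least 3 markers of a class, fixed before the data were examined, were 1.5 times the mean of the other cells, and the suffix -like marks such names. Neurons were clustered again with 242 genes left out of the features: those of the study's lists, of its CIP modules and of the potassium, sodium, calcium and TRP channels. The 5 CIP markers named clusters and were given as levels only.

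Several choices were made after the clusters had been seen. Folds of markers were taken against the mean of the other cells, the fold was set at 1.5 in place of 2, and 2 markers of another class in place of any were needed to leave a cluster unnamed. Clusters with neuron markers whose median UMI count lay under that of their library were kept apart from the neurons, a rule set after its neuron count had been seen to lie near the paper's. Scrublet, run in scanpy 1.11.5, marked too few barcodes to be of use, so the barcodes with the highest scores were removed as an alternative instead. The alternatives with the other settings of these choices, the test of the low-UMI barcodes, the unthinned share of Atf3-positive neurons and the fit without the CIP-like cluster with neutrophil genes were added then or later.

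UMIs were summed per library and class and tested with the quasi-likelihood test of edgeR 4.0.16 (TMM, filterByExpr, Benjamini-Hochberg, adjusted p under 0.05). CIP-like neurons were tested against other neurons within the CCI libraries with the library as a block, and the difference of the CCI effect between subtypes as an interaction with the library as a block, in subtypes with at least 20 cells in every library. Lists of genes were tested with camera and fry of limma 3.58.1, with a preset correlation of 0.01 and with an estimated one. Named genes were those the paper names, the 10 largest changes per direction among genes past the threshold with a mean of at least 5 log2 CPM and no overlap between groups, and up to 4 members of each described list. The figure values of genes the paper names had been seen before. Shares were given with exact binomial intervals from scipy 1.17.1.

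Alternatives were DESeq2 1.42.0, upper-quartile factors, no filter on low counts, each library left out in turn, the replicate number as a block, a stricter filter on cells (more than 1000 genes, under 10% mitochondrial UMIs), clusters without integration (leidenalg 0.10.2), cells thinned to the depth of the shallowest library, and for CIP-like neurons the left-out genes included, no library block and the other neurons of all 4 libraries. A CIP-like fit with a CCI library left out has 1 CIP-like sum and the other neurons of CON added, with no block. Thinning kept 100%, 30.0%, 68.2% and 55.1% of UMIs in CON replicates 1 and 2 and CCI replicates 1 and 2. These shares were set by the median UMI count of all kept cells of a library. Neurons held 44041820 and 28654407 UMIs in CON replicates 1 and 2 before thinning. Their sums were therefore not brought to equal depth, and the thinned results are no check at equal depth for neurons.

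The tests were tried on simulated data in which 200 genes were changed. In neurons edgeR recovered 58% of 2-fold and 100% of 4-fold changes and called 12 unchanged genes, and in satellite glia 4% and 64% with 11 unchanged genes called. DESeq2 recovered 17% and 85% in satellite glia and called 56 unchanged genes. GO terms, regulon activity and CellChat were not computed, and the RT-PCR and staining experiments were not analysed here.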

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

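Chosen only after the result was seen were the comparison of RAG UMIs per cell between subtypes and every test of the low-UMI barcodes except that of co-detection. The CCI effect differed between neuronal subtypes outside the CIP-like clusters. A test of the difference itself in edgeR found 138 of 13536 genes over cLTMR1-like, NF2-like, NP1-like and PEP1-like neurons, and 6 of 13242 over NP1-like and PEP1-like neurons, the subtypes with at least 50 cells in every library, which leaves NF2-like neurons out. Those with the smallest edgeR adjusted p were Tmem159, a lipid droplet gene (4.02e-06), Cd44, a hyaluronan receptor (4.02e-06), Gal (7.23e-06), Abca1, a lipid transporter (7.23e-06), and Cacna2d1 (1.01e-05). In NF2-like neurons the log2 fold changes were 4.11 for Tmem159, 4.05 for Cd44, 3.19 for Abca1 and 2.88 for Cacna2d1, and NF2-like neurons had the largest change in 118 of the 138 genes.

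One explanation of the larger change in NF2-like neurons is that injured cells of the other subtypes lie in the CIP-like clusters and are missing from their own subtype. When each CIP-like cell was added to the subtype it matched best, the number of differing genes was 297 instead of 138, and 104 of the 138 still differed, with NF2-like neurons largest in 67 of these. By the bound set before the result was seen this would argue against it, but the count does not decide, since the cells added made up 28.1% of cLTMR1-like and 1.52% of NF2-like neurons, which makes new differences, and the match was weak (median best correlation 0.379 against 0.720 for named cells). The median change of the genes went from 0.15 to 0.95 in cLTMR1-like neurons, from 0.26 to 0.52 in NP1-like neurons, from 0.29 to 0.80 in PEP1-like neurons and from 1.75 to 1.75 in NF2-like neurons, so missing injured cells and a stronger response of NF2-like neurons cannot be told apart. Free RNA would give all subtypes a like number of UMIs, but NF2-like neurons held 8.26 and 7.82 times the median RAG UMIs per cell of the other subtypes in CCI replicates 1 and 2 (397 and 321 in NF2-like, 48.0 and 41.0 in NP1-like and 180.0 and 214 in PEP1-like neurons, which held 82.5 and 131 in CON), which argues against it as the whole cause.

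Barcodes with neuron markers at low UMI counts, which the paper does not report on, also changed with CCI. In them 297 of 12186 genes passed edgeR's test, 238 higher and 59 lower, and 379 with DESeq2. Gal had a log2 fold change of 5.70 (standard error 0.52, adjusted p = 0.00172) from edgeR and Sprr1a went from near 0 to 2129 ± 1717 CPM, and Bc1 (-3.60, standard error 0.41, adjusted p = 0.00381 from edgeR) and Kcna2 were lower. Each was higher, or lower, in both CCI libraries than in both CON libraries. The count ranged from 52 without CCI replicate 2 to 1660 without CON replicate 2, and was 741 without CON replicate 1. Such barcodes may be damaged neurons or droplets with a mixture of free RNA. Markers of different subtypes met in one barcode 0.971 times as often as independence gives in the low-UMI barcodes and 0.708 times in neurons thinned to the same UMIs, as medians of 4 libraries. In CON replicate 2 the ratio was 0.682, near that of its neurons (0.622), and in the others 0.967, 0.980 and 0.975, so the explanations cannot be told apart.

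Anxa1, which the paper does not discuss, was at 97.1 CPM in CCI neurons on average, and passed edgeR's test. Bc1, which it does not discuss either, is a non-coding RNA with a log2 fold change of -3.22 in neurons in edgeR, and DESeq2 called it lower in each of the 7 cell types. No explanation of these 2 was tested.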

How the results depend on the processing

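Alternatives chosen after the data were seen were the removal of the highest doublet scores, the low-UMI barcodes added or tested, markers at 2 times or more, any marker of another class, no thinning and the CIP-like cluster with neutrophil genes left out. Of the 746 changed genes in neurons, 412 remained under every alternative set before the data were examined and 440 with each library left out in turn, with none reversed. Of the 168 in neurons outside the CIP-like clusters 62 and 123 remained, and of the 8312 between CIP-like and other neurons 2137 and 2153, where a fit without a CCI library has 1 CIP-like sum and another comparison group, and 7 were called in the opposite direction with clusters made without integration and 1 with the CIP-like cluster with neutrophil genes left out.

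The numbers of changed genes that moved were as follows. With no filter on low counts, 1711 in neurons, 3 in satellite glia, 59 in Schwann cells, 172 in fibroblasts, 32 in pericytes, 80 in immune cells, 7 in endothelial cells, 643 in neurons outside the CIP-like clusters and 1001 in low-UMI barcodes. With the replicate number as a block, 2024 in neurons, 3 in satellite glia, 4 in Schwann cells, 459 in neurons outside the CIP-like clusters and 1105 in low-UMI barcodes. With DESeq2, 28 in satellite glia, 10 in Schwann cells, 27 in fibroblasts, 9 in pericytes, 14 in immune cells, 17 in endothelial cells and 282 in neurons outside the CIP-like clusters. With the stricter filter on cells, 1 in satellite glia and 136 in low-UMI barcodes. With clusters made without integration, 1 in satellite glia and 64 in neurons outside the CIP-like clusters. At the thinned depth, 1 in satellite glia. With no library block, 4752 in CIP-like against other neurons. With at least 50 cells per library, 6 in the CCI effect by subtype. With each library left out in turn the counts ran from 644 to 1416 in neurons, 181 to 623 in neurons outside the CIP-like clusters, 52 to 1660 in low-UMI barcodes, 2582 to 2861 in CIP-like against other neurons, 0 to 4 in satellite glia, 0 to 274 in Schwann cells, 0 to 66 in fibroblasts, 0 to 4 in pericytes, 0 to 9 in immune cells and 0 to 2 in endothelial cells. The causes were not tested.

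The mean shares that moved by at least the SD of the libraries were as follows. With the stricter filter on cells, 13.8% for Neuron-like cells in CON, 4.78% for Pericyte-like cells in CON, 5.98% for Immune cell-like cells in CON, 6.35% for low-UMI barcodes in CON, 5.06% for Pericyte-like cells in CCI, 7.75% for Endothelial cell-like cells in CCI, 9.61% for low-UMI barcodes in CCI and 19.1% for NP1-like neurons in CCI. With low-UMI barcodes added, 30.9% for Neuron-like cells in CON, 0.116% for CIP-like cells in CON, 32.6% for Neuron-like cells in CCI and 7.21% for CIP-like cells in CCI. With the highest doublet scores removed, 3.92% for Pericyte-like cells in CON, 0.208% for CIP-like cells in CON and 20.2% for NP1-like neurons in CCI. With clusters made without integration, 0.622% for CIP-like cells in CON, 21.7% for PEP1-like neurons in CON, 4.40% for NF2-like neurons in CON, 32.7% for Satellite glia-like cells in CCI, 27.1% for CIP-like cells in CCI, 27.1% for PEP1-like neurons in CCI, 3.42% for NF1-like neurons in CCI, 5.13% for NF2-like neurons in CCI and 8.08% for SST-like neurons in CCI. With the left-out genes included in clustering, 0.386% for CIP-like cells in CON and 20.6% for NP1-like neurons in CCI. With markers at 2 times or more, 23.1% for PEP1-like neurons in CON and 21.8% for PEP1-like neurons in CCI. With any marker of another class counted, 19.3% for PEP1-like neurons in CON and 19.3% for PEP1-like neurons in CCI. With thinning to the 25th percentile of UMIs, 37.3% for Atf3-positive neurons in CON and 82.2% for Atf3-positive neurons in CCI. With no thinning, 47.7% for Atf3-positive neurons in CON and 87.7% for Atf3-positive neurons in CCI. With at least 2 UMIs of Atf3, 52.1% for Atf3-positive neurons in CCI. The causes were not tested.

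Camera lost its call with an estimated correlation for these described lists, with adjusted p-values from limma of 0.436 for CIP regulon TFs in CIP-like against other neurons, 0.628 for actin cytoskeleton in CIP-like against other neurons, 0.525 for apoptosis and p53 or stress response in CIP-like against other neurons, 0.850 for cytosolic ribosomal proteins in CIP-like against other neurons, 0.436 for potassium channels in CIP-like against other neurons, 0.436 for sodium channels in CIP-like against other neurons, 0.0579 for RAGs named by the study in neurons, 0.363 for calcium channels in neurons, 0.176 for microtubule cytoskeleton in neurons, 0.252 for potassium channels in neurons, 0.0579 for regeneration-associated genes, general in neurons, 0.338 for sodium channels in neurons, 0.338 for synaptic vesicle exocytosis in neurons, 0.241 for RAGs named by the study in satellite glia and 0.286 for glial activation in satellite glia. Libraries with equal replicate numbers were not taken as pairs, since nothing in the labels pairs them. Their deviations correlated over genes at 0.385 in neurons and 0.512 in satellite glia, and genes are not independent replicates. The removal of called doublets took out 4 barcodes and is no check.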

Differences from the paper's values

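The paper reports 21592 cells after quality control, and 35113 passed the same gene and mitochondrial limits here. The paper set these limits after downsampling of the libraries, and here they were set on counts at full depth. The stricter filter, set before the data were examined, gave 25484, which is within 1.5 times the paper's count, and the removal of called doublets gave 35109, which is not. For Gal the paper's ln fold change per cell is about 2.2 in Fig. 2A, read by eye, and it was 1.95 here. With clusters made without integration it was 1.99, within the spread, and with the stricter filter 1.95 and with called doublets removed 1.95, outside it. For Serpinb1a it is about 1.5 in Fig. 2A, read by eye, and 1.39 here, and 1.37, 1.39 and 1.40 with the stricter filter, without called doublets and without integration, all outside the spread. With low-UMI barcodes added, an alternative chosen after the data were seen, Gal had 2.30 and Serpinb1a 1.47, both within the spread. Both genes rose in either analysis.

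The paper names Kcnb2, Scn9a, Scn10a, Scn8a and Pacsin1 as lower in CCI neurons. These 5 were lower here on average, and none passed edgeR's test, in which the library was the replicate, whereas the paper's test took cells as replicates, with an ln fold change above 0.25, P under 0.05 and detection in more than 0.1 of cells. Without CON replicate 2 Kcnb2, Scn9a, Scn10a and Pacsin1 passed edgeR's test, and with no filter on low counts Kcnb2 did. Kcnb2, Scn9a, Scn10a and Pacsin1 also passed it with the replicate number as a block, though nothing in the labels pairs the libraries. Scn8a passed under no setting run. The paper reports Irf8 and Spi1 as activated regulons in CIP. Their mRNA did not pass edgeR's test between CIP-like and other neurons, and Spi1 did with clusters made without integration. Of the 10 factors named, 8 were higher, Atf3 included, which named the clusters. The paper states that other subtypes were evenly distributed. The mean share of NP1-like neurons outside the CIP-like clusters was 27.1 ± 3.73% in CON and 19.7 ± 0.285% in CCI, while those of NP2-like, PEP1-like and cLTMR1-like neurons differed by less than the SD of either group. That of SST-like neurons was 4.37 ± 1.60% and 6.81 ± 1.1%, apart by more than either SD. Those of NF1-like and NF2-like neurons differed by less than the SD in CON and by more than that in CCI. With clusters made without integration the mean share of PEP1-like neurons was higher in CCI than in CON. The paper proposes Bdnf, Fgf1 and Nrg1 as ligands through which CIP may signal, and does not state that they are higher in CIP. Each was lower in CIP-like than in other neurons of the CCI libraries, while Fgf3 was higher. UMIs of Bdnf, Fgf1 and Nrg1 were held by 83.8%, 67.8% and 77.9% of CIP-like cells in CCI, so their lower levels do not conflict with the paper. The paper inferred pairs with CellChat, which was not computed here. No PEP2-like, NF3-like or NF4-like cluster was found by the marker rule used here, whereas the paper lists these subtypes.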

Other observations

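The test of neuron markers in satellite glia was chosen only after the result was seen. Regeneration-associated transcripts had higher mean levels in satellite glia of the CCI libraries. Of the 9 that the study named on these samples, none passed edgeR's test over all genes and 7 were higher adjusted over the list alone; camera in limma gave an adjusted p of 1.16e-42 with a preset correlation and 0.241 with an estimated one (unadjusted p = 0.00730). Free RNA from neurons would give these genes the same ratio of glial to neuronal level as the neuron markers. The median log2 ratio of the RAGs minus that of the markers was -0.426 in one CCI library and -0.480 in the other, so free RNA from injured neurons is a candidate explanation of the list as a whole. A general rise of neuronal RNA is a weaker one, since the markers' median log2 fold change in the glia was -0.0950 against 3.06 for the RAGs. The glia held much of these markers, with Nefl, the most abundant of the 10 and none of them a RAG, at 2118 and 137 CPM in the CON libraries and 1462 and 853 CPM in the CCI libraries, so their fold change is known loosely. In CCI replicates 1 and 2 the log2 ratio of Gadd45a lay 0.712 and 2.86 and that of Serpinb1a 1.28 and 0.877 above the marker median, past the markers' upper quartile in both, and those of Atf3 (0.331 and 4.06) and Flrt3 (0.0764 and 1.47) passed it in replicate 2 alone, so for these 4 expression in the glia stays open.

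In the other cell types no gene passed edgeR's test over all genes, with 247 at an unadjusted p under 0.05 and 10 by DESeq2 in Schwann cells, 512 at an unadjusted p under 0.05 and 27 by DESeq2 in fibroblasts, 200 at an unadjusted p under 0.05 and 9 by DESeq2 in pericytes, 381 at an unadjusted p under 0.05 and 14 by DESeq2 in immune cells and 398 at an unadjusted p under 0.05 and 17 by DESeq2 in endothelial cells. Without CON replicate 1 edgeR called 274 genes in Schwann cells, 66 in fibroblasts and 2 in endothelial cells. Without CON replicate 2 it called 28 in fibroblasts and 4 in pericytes, and with CCI replicate 1 left out 9 in immune cells and 7 in fibroblasts. In immune cells the largest changes were in Cma1, Mcpt4, Tpsb2 and Cpa3, proteases of mast cells. Cma1 was near 0 in CON and at 194 ± 44.5 CPM in CCI, at an edgeR adjusted p of 0.00193 for Cma1 without CCI replicate 1 and 0.314 with all libraries, while with all libraries it passed with DESeq2 (adjusted p = 3.15e-06) and with no filter on low counts (edgeR adjusted p = 6.78e-25). Whether mast cells were more numerous was not tested.

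Other lists fixed before the data were examined gave the following counts in CCI neurons by edgeR. They were FGF and ERK target genes (2 higher and 1 lower of 17, 3 and 1 adjusted over the list alone), immediate early and heat shock (1 higher and 0 lower of 16, 8 and 0 adjusted over the list alone), MHC class I presentation (1 higher and 0 lower of 14, 5 and 0 adjusted over the list alone), interferon response (1 higher and 0 lower of 16, 2 and 0 adjusted over the list alone), extracellular matrix (2 higher and 0 lower of 21, 3 and 0 adjusted over the list alone), glial activation (2 higher and 0 lower of 11, 2 and 0 adjusted over the list alone) and satellite glia identity (1 higher and 0 lower of 12, 1 and 0 adjusted over the list alone). The further lists were cholesterol and fatty acid synthesis (0 higher and 0 lower of 22, 0 and 0 adjusted over the list alone), PPARalpha target genes (1 higher and 0 lower of 12, 1 and 0 adjusted over the list alone), proliferation (1 higher and 0 lower of 15, 4 and 0 adjusted over the list alone), myelin (0 higher and 0 lower of 12, 1 and 1 adjusted over the list alone), Schwann repair programme (2 higher and 0 lower of 10, 4 and 0 adjusted over the list alone) and cytosolic ribosomal proteins (0 higher and 0 lower of 79, 0 and 0 adjusted over the list alone). Neuropeptides had 6 higher and none lower of 15, chemokines and cytokines 7 and none of 16, and genes of apoptosis and the p53 or stress response 8 and none of 18, with 7, 11 and 9 higher and 1, 1 and 0 lower adjusted over the list alone. Of the study's volcano plot and RT-PCR genes, chosen on these samples, 17 were higher and 1 lower of 28 (19 and 7 adjusted over the list alone), and of its ligands and receptors 4 and none of 25 (4 and 0).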
